# Comparative transcriptome profiling analyses during the lag phase uncover *YAP1*, *PDR1, PDR3, RPN4*, and *HSF1 *as key regulatory genes in genomic adaptation to the lignocellulose derived inhibitor HMF for *Saccharomyces cerevisiae*

**DOI:** 10.1186/1471-2164-11-660

**Published:** 2010-11-24

**Authors:** Menggen Ma, Z Lewis Liu

## Abstract

**Background:**

The yeast *Saccharomyces cerevisiae *is able to adapt and *in situ *detoxify lignocellulose derived inhibitors such as furfural and HMF. The length of lag phase for cell growth in response to the inhibitor challenge has been used to measure tolerance of strain performance. Mechanisms of yeast tolerance at the genome level remain unknown. Using systems biology approach, this study investigated comparative transcriptome profiling, metabolic profiling, cell growth response, and gene regulatory interactions of yeast strains and selective gene deletion mutations in response to HMF challenges during the lag phase of growth.

**Results:**

We identified 365 candidate genes and found at least 3 significant components involving some of these genes that enable yeast adaptation and tolerance to HMF in yeast. First, functional enzyme coding genes such as *ARI1, ADH6, ADH7*, and *OYE3*, as well as gene interactions involved in the biotransformation and inhibitor detoxification were the direct driving force to reduce HMF damages in cells. Expressions of these genes were regulated by *YAP1 *and its closely related regulons. Second, a large number of PDR genes, mainly regulated by *PDR1 *and *PDR3*, were induced during the lag phase and the PDR gene family-centered functions, including specific and multiple functions involving cellular transport such as *TPO1, TPO4, RSB1, PDR5, PDR15, YOR1*, and *SNQ2*, promoted cellular adaptation and survival in order to cope with the inhibitor stress. Third, expressed genes involving degradation of damaged proteins and protein modifications such as *SHP1 *and *SSA4*, regulated by *RPN4*, *HSF1*, and other co-regulators, were necessary for yeast cells to survive and adapt the HMF stress. A deletion mutation strain *Δrpn4 *was unable to recover the growth in the presence of HMF.

**Conclusions:**

Complex gene interactions and regulatory networks as well as co-regulations exist in yeast adaptation and tolerance to the lignocellulose derived inhibitor HMF. Both induced and repressed genes involving diversified functional categories are accountable for adaptation and energy rebalancing in yeast to survive and adapt the HMF stress during the lag phase of growth. Transcription factor genes *YAP1*, *PDR1, PDR3, RPN4*, and *HSF1 *appeared to play key regulatory rules for global adaptation in the yeast *S. cerevisiae*.

## Background

Bioethanol production from lignocellulosic biomass including agricultural and forestry residues has attracted increased attention worldwide [1-8]. Lignocellulosic biomass needs to be depolymerized into simple sugars in order to be utilized for microbial fermentation. The commonly applied dilute acid pretreatment generates numerous chemical byproducts that inhibit cell growth and interfere with subsequent microbial fermentation [5,9-11]. Among numerous inhibitory compounds, furfural and 5-hydroxymethylfurfural (HMF) are commonly encountered inhibitors [9,12-14]. Furfural and HMF are formed by dehydration of pentoses and hexoses released from hemicellulose and cellulose, respectively [15,16]. These inhibitors can damage cell structures, inhibit cell growth, reduce enzymatic activities, generate cellular reactive oxygen species (ROS), break down DNA, and inhibit protein and RNA synthesis [14,17-20]. The presence of fermentation inhibitors represents a bottle neck in cellulosic ethanol conversion technology and overcoming the inhibitor effect is one of the fundamental challenges to the industrial production of bioethanol from lignocellulosic biomass.

Furfural and its conversion product have been widely studied while knowledge of HMF conversion is limited due to a lack of commercial source of its conversion product [5,14,15,21-23]. Unlike evaporative furfural, HMF is more stable and difficult to degrade in cell culture. Recently, an HMF metabolic conversion product was isolated and identified as 2, 5-bis-hydroxymethylfuran (Furan-2,5-dimethanol, FDM) [24]. A dose-dependent response of yeast to HMF was demonstrated and a lag phase was used to measure levels of strain tolerance [24,25]. The yeast *Saccharomyces cerevisiae *is able to *in situ *detoxify HMF into the less toxic compound FDM through NADPH-dependent reductions [24,26,27]. Typically, yeast strains show a lag of delayed cell growth after inhibitor challenge such as with furfural and HMF, under sublethal doses. Once HMF and furfural inhibitor levels were chemically reduced to a certain lower concentration, cell growth recovered and the glucose-to-ethanol conversion accelerated at a faster rate than would normally occur [24]. It was suggested that genomic adaptation occurred during the lag phase [23,28]. In fact, inhibitor-tolerant yeast strains showed significant shorter lag phases under the inhibitor challenges compared with a wild type strain [28,29]. Gene expressions of selected pathways of the tolerant yeast are distinct from the wild type control [29]. Sequence mutations are common and a large number of single nucleotide polymorphism (SNP) mutations were observed throughout all 16 chromosomes for a tolerant yeast strain (Liu et al, unpublished data; Xu, personal communication 2010). Adaptations appear to occur at the genome level. However, little is known about gene expression response and regulatory events for yeast during the adaptation lag phase. The objective of this study was to characterize transcriptome response of yeast during the lag phase after the HMF challenge. Using a comparative time course study, we investigated the dynamics of transcriptome profiling during this critical stage applying DNA microarray assays and regulatory analysis. Important genes, together with transcription factors (TFs) involved in the HMF stress response, were identified. The functions of selective candidate genes were verified by corresponding gene deletion mutation strains. Significant regulatory interaction networks were uncovered during the genome adaptation in yeast. Results of this study provide insight into mechanisms of yeast adaptation and tolerance to lignocellulose derived inhibitors. This will directly aid engineering efforts for more tolerant strain development.

## Results

### Cell growth response and metabolic conversion profiles

Compared to a non-treated control, yeast challenged by HMF displayed a significant drop in cell growth as measured by OD_600 _absorbance 2 h after the treatment (Figure 1A). Although the cell growth was recovered at a later time, cell density of the HMF-treated yeast was relatively low throughout the course of the study. Similarly, glucose consumption for the HMF-treated culture was slower and glucose was depleted at 16 h, approximately 4 h later than the non-treated control (Figure 1B). As expected, HMF was undetectable and FDM was detected as HMF conversion product [24] in HMF-treated cultures less than 24 h after incubation (Figure 1C). No HMF or FDM was detected from the control culture.

**Figure 1:**
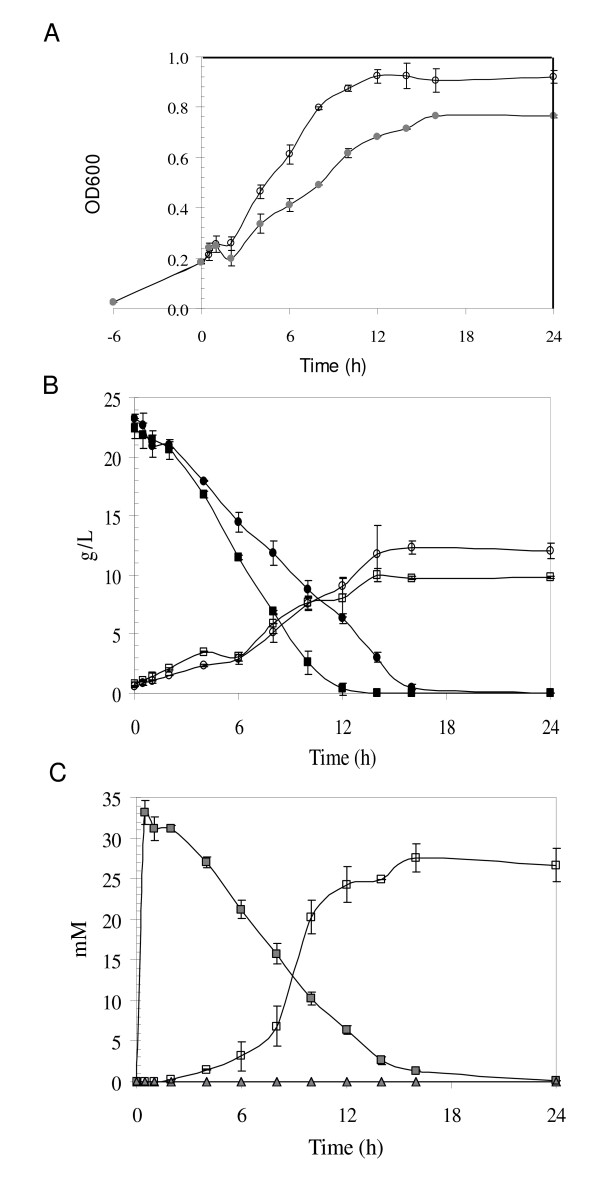
**Yeast growth and metabolic profile response to HMF**. Comparisons of cell growth and metabolic profiles of *Saccharomyces cerevisiae *NRRL Y-12632 between an HMF treatment (30 mM) and an untreated condition. A. Cell growth as measured by OD_600 _for HMF treated condition (grey circle) and control (open circle). B. Glucose consumption (filled circle) and ethanol conversion (open circle) for HMF treated condition versus glucose (filled square) and ethanol (open square) for control. C. HMF (grey square) and its conversion product furandimethanol (FDM) (open square) for HMF treated condition versus HMF (grey triangle) and FDM (open triangle) for the control.

### Transcription expression dynamics during the lag phase

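RNA of strain NRRL Y-12632 was hybridized to 2-color arrays of long oligonucleotides at 10, 30, 60 and 120 min after 30 mM HMF was added to the culture, and at the same times in untreated control cultures. In every hybridization the test sample carried Cy3 and untreated RNA of the 0 min time point carried Cy5, so that each value is a ratio to 0 min. There were 14 arrays, 7 with HMF and 7 of the control, with 2 biological replicates per group at 10, 30 and 60 min and 1 array per group at 120 min, so that values at 120 min have no replicate. The authors subtracted the background from the median signal of each spot, normalized each slide to the spike-in control gene CAB, and gave 1 log2 ratio for each of 6387 open reading frames on each array, with no missing value. Signal intensities were not used here, and the number of arrays limits the precision of every value. A spike-in leaves the level of all genes free to move between arrays. The median log2 ratio of all genes was 0.56 and -0.32 on the 2 HMF arrays at 10 min, 0.06 and 0.01 at 30 min, 0.18 and 0.40 at 60 min, and 0.24 at 120 min. In the control it was 0.28 and 1.29 at 10 min, 0.12 and 0.64 at 30 min, 0.28 and -0.18 at 60 min, and 0.24 at 120 min. Replicates of a group thus differed in level by 0.05 to 1.01, and across genes, which are not independent replicates, their Pearson's r was between 0.39 and 0.65. The median difference between HMF and control over all genes was -0.66 at 10 min, -0.37 at 30 min, 0.26 at 60 min and 0.01 at 120 min, and the differences of single genes are to be read against it. A linear model with 1 mean for each of the 8 groups of treatment and time was fitted to every gene with limma, in which all arrays share an estimate of the spread. The response to HMF was taken as the mean of the 4 differences between HMF and control, in log2. Genes were counted as changed at a Benjamini-Hochberg adjusted p of at most 0.05 with a group mean at least 2-fold from 0 min in at least 1 of the 8 groups. The counts, gene groups and single genes of this model were also computed after centring each array on the median of all genes, which removes differences in level between whole arrays. Of the open reading frames, 5840 were paired with a symbol in a table of reference genes, and the others carry their systematic names.

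**Figure D1:**
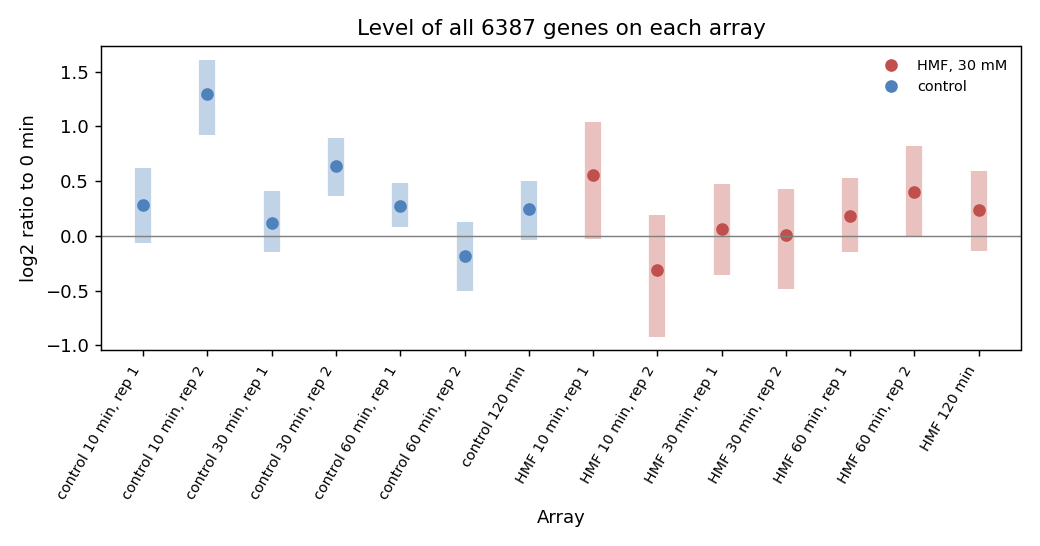
Level of all 6387 genes on each of the 14 arrays, as log2 ratio to 0 min. Points are the median and bars run from the lower to the upper quartile, in red for HMF and in blue for the control. The control array of replicate 2 at 10 min has the highest median, 1.29, and the HMF array of replicate 2 at 10 min the lowest, -0.32.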

Clustering analysis distinguished significant differences for expression responses by HMF between the treated and untreated conditions over time (data not shown). 

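Over the lag phase, 117 of the 6387 genes differed between HMF and control with at least 2-fold from 0 min in a group, 25 of them higher and 92 lower with HMF. The difference had the same sign at all 4 times in 111 of these genes. Without the fold criterion 118 genes passed, and without adjustment 875 genes had p of at most 0.05, 753 of them with 2-fold. The share of genes higher with HMF was 21.4% on the deposited scale and 44.7% after centring, where 559 genes passed, 250 higher and 309 lower. Quantile normalization between arrays gave 328 genes, 207 higher and 121 lower, a share of 63.1%. Of the 117 genes, 101 passed after centring as well and none changed its sign. With each of the 12 replicated arrays left out in turn, the count lay between 73, without replicate 2 of HMF at 10 min, and 328, without replicate 1 of the control at 10 min. It was 78 without replicate 2 of the control at 10 min and 182 without replicate 1 of the control at 30 min. With replicate number as a block 206 genes passed, and 119 with a separate block at each time.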

Among the more than 6,000 genes of the yeast genome, 365 genes were identified as differentially expressed by ANOVA for at least 2-fold changes during the lag phase of 10 to 120 min by the HMF challenge (Figure 2, Additional file 1). Among these, 71 genes were induced constantly throughout the lag phase while 246 genes were repressed at various stages of the lag phase (Figure 2, Table 1). 

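Table 1 names 72 distinct genes, with *RPN4* in 2 of its groups. All 72 were higher with HMF than in control on average over the 4 times, and 64 were higher at each of them, or 71 after centring. The median of their mean differences was 0.98 (range 0.55 to 6.38), and 1.18 after centring. Singly, 19 of the 72 passed the adjusted p over all genes tested and the fold criterion, and 70 passed after centring. With replicate number as a block 23 passed, and 18 with a separate block at each time. Adjusted over the list alone, 65 passed, which is not independent evidence because the study chose the list on these arrays. All 72 had p of at most 0.05 in the methods' two-factor test without adjustment. Relative to 0 min, 46 were at least 2-fold higher at all 4 times with HMF, 71 were above 0 min at all 4 times, and 72 were at least 2-fold higher at 1 or more. From the genes that passed its two-factor test with at least 2-fold change, the paper states that the induced genes stayed so throughout the lag phase and that the repressed genes fell at various stages.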

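At 10 min, 63 of the 72 genes of Table 1 were at least 2-fold above 0 min with HMF, and 31 were so in the control as well. After each array was centred on its median, these counts were 59 with HMF and 4 in the control. Against the control at 10 min, 67 of the 72 genes were higher with HMF (72 after centring), 19 of them at least 2-fold, with a median difference of 0.68 (1.35 after centring). Of these genes, 4 passed the adjusted p at 10 min, 6 adjusted over the list alone and 25 after centring. The median difference was 0.90 at 30 min, 1.44 at 60 min and 1.11 at 120 min. Over all genes, 43 passed the adjusted p at 10 min, 6 higher and 37 lower with HMF, against 981 at an unadjusted p of at most 0.05. That count rested on single arrays, with 644 genes without replicate 1 of the control at 10 min and 3 without replicate 2 of HMF at 10 min. It was 137 after centring, 41 higher and 96 lower. Later, 17 genes passed at 30 min, 5 of them higher, and 12 at 60 min, 10 of them higher. Centring gave 164 genes at 30 min, 52 of them higher, and 62 at 60 min, 36 of them higher. At 120 min only *ARI1* (YGL157W) passed in limma, and 211 genes had an unadjusted p of at most 0.05. The methods' two-factor fit gave 110 genes there without adjustment. At the 4 times in order, 149, 68, 52 and 45 genes passed with replicate number as a block, and 42, 39, 25 and 20 with a separate block at each time.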

Many of the induced genes showed immediate enhanced expressions within 10 min after the HMF challenge. These genes mainly fall with functional categories of reductase, pleiotropic drug resistance (PDR), proteasome and ubiquitin, amino acids metabolism, stress response functions, and others (Table 1 and 2). For example, *ADH7*, encoding NADPH-dependent medium chain alcohol dehydrogenase displayed the highest induction of more than 30-fold increase in mRNA abundance at 10 min after the HMF treatment. 

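Gene groups were tested on the mean difference with camera at a preset correlation between genes of 0.01, which compares a group with all other genes. The 4 reductase genes of Table 1 had a median difference of 3.49 (range 0.68 to 6.38, adjusted p = 8.2e-23). It was 1.42 in the 15 PDR genes (range 0.67 to 4.00, adjusted p = 1.0e-34) and 0.88 in the 14 proteasome and ubiquitin genes (range 0.69 to 1.24, adjusted p = 8.5e-18). The 7 amino acid genes had 1.22 (range 1.00 to 2.95, adjusted p = 1.0e-18), and the 4 retrotransposon genes 0.81 (adjusted p = 8.7e-06). Every gene of these groups was higher with HMF on average. Fry tests a group against no difference and takes the correlation between genes into account. Its adjusted p over the 12 groups was 0.00022, 0.0025, 0.014, 0.0020 and 0.020 in the same order, so that all 5 calls hold. Singly, 3 of the 4 reductase genes and 3 of the 7 amino acid genes were past both limits, and none of the 4 retrotransposon genes, all 4 of which had an unadjusted p of at most 0.05 in limma. After centring, these counts were 3, 7 and 4. *MET3* (YJR010W), with a mean difference of 1.10 (SE 0.36, adjusted p = 0.12), and *MET14* (YKL001C), with 1.14 (SE 0.36, adjusted p = 0.095), were among the amino acid genes that did not pass, although *MET14* did without replicate 2 of the control at 10 min (1.34). Since the study formed these groups from genes that changed on the same arrays, the tests are not independent of its list.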

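*ADH7* (YCR105W) had a log2 ratio to 0 min of 5.26 ± 0.03 (SD, n = 2) at 10 min with HMF, which is 38.4-fold. The control at 10 min was -1.54 ± 2.22 (SD, n = 2), with -3.11 and 0.04 on its 2 arrays, so that most of the spread lay in the control. The difference from the control at 10 min was 6.80 (SE 0.78, adjusted p = 6.8e-06), and *ADH7* had the largest difference of all genes in absolute size at 10, 30 and 60 min. Over the 4 times its mean difference was 6.38 (SE 0.43, adjusted p = 2.7e-11), and it lay between 5.99 and 6.77 with each replicated array left out in turn. All 7 HMF arrays were above all 7 control arrays.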

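Relative to 0 min, *ARI1* (YGL157W) was 12.3-fold higher at 10 min with HMF and 29.2-fold at 60 min, and *GRE2* (YOL151W) reached 10.4-fold at 60 min and 12.0-fold on the single array at 120 min. *PDR5* (YOR153W) was 30.0-fold higher at 10 min and 30.6-fold at 60 min. *RSB1* (YOR049C) was highest at 10 min, 15.7-fold, and *CHA1* (YCL064C) at 30 min, 17.7-fold. *PUT1* (YLR142W) was 10.8-fold higher at 60 min and 43.0-fold at 120 min, where the control was 5.50-fold above 0 min. *OYE3* (YPL171C) reached 17.7-fold at 120 min. At 10 min *HSP26* (YBR072W) was 10.8-fold and *SSA4* (YER103W) 13.2-fold above 0 min with HMF, against 3.51-fold and 2.88-fold in the control. The mean difference from the control over the 4 times was 4.25 (SE 0.35, adjusted p = 2.3e-09) for *ARI1*, 4.00 (SE 0.36, adjusted p = 1.1e-08) for *PDR5* and 2.95 (SE 0.34, adjusted p = 1.1e-06) for *CHA1*. It was 2.73 (SE 0.34, adjusted p = 5.0e-06) for *GRE2*, 2.40 (SE 0.38, adjusted p = 2.5e-04) for *PUT1* and 2.22 (SE 0.38, adjusted p = 6.6e-04) for *OYE3*. In *ARI1*, *GRE2*, *PDR5*, *RSB1* and *CHA1* all 7 HMF arrays were above all control arrays, while in *OYE3* 6 were and in *PUT1* 3.

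**Figure D2:**
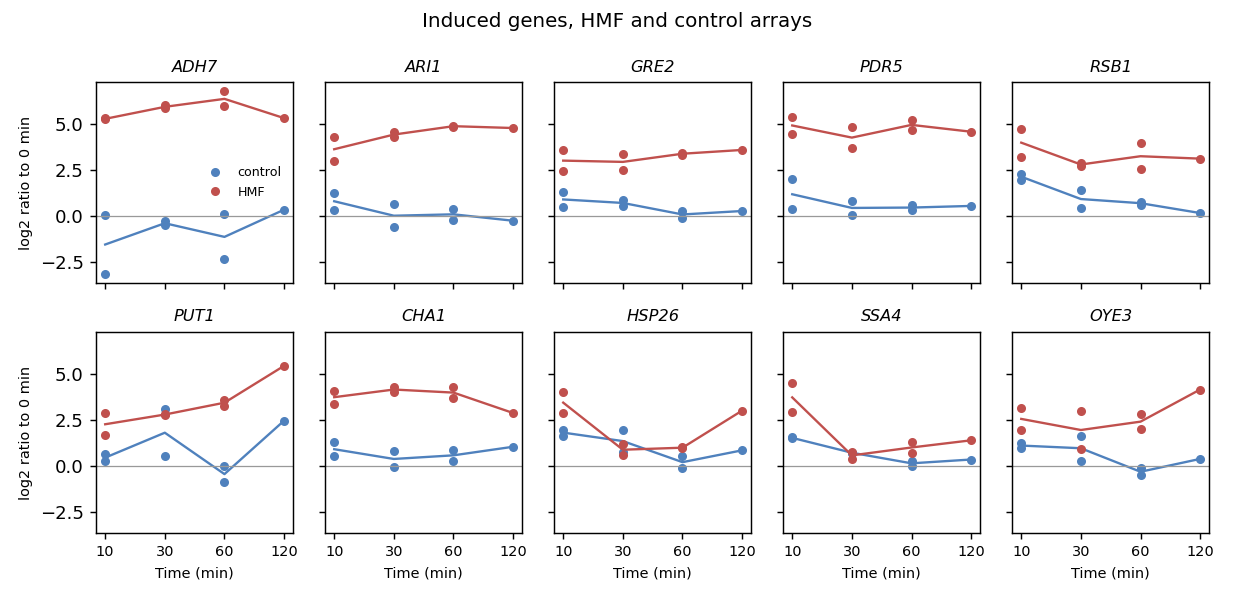
Log2 ratio to 0 min of *ADH7* and 9 other induced genes on every array at 10, 30, 60 and 120 min, with the times drawn at equal spacing. Points are single arrays and lines join the group means, in red for HMF and in blue for the control. *ADH7* reaches a group mean of 6.35 at 60 min with HMF, and *HSP26* and *SSA4* come down to 0.89 and 0.58 at 30 min.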

Other significantly induced genes including *ARI1*, *GRE2*, *PDR5*, *RSB1*, *PUT1*, *CHA1*, *HSP26*, *SSA4*, and *OYE3*, which showed more than 10-fold mRNA increase at various times during the lag phase.

**Figure 2:**
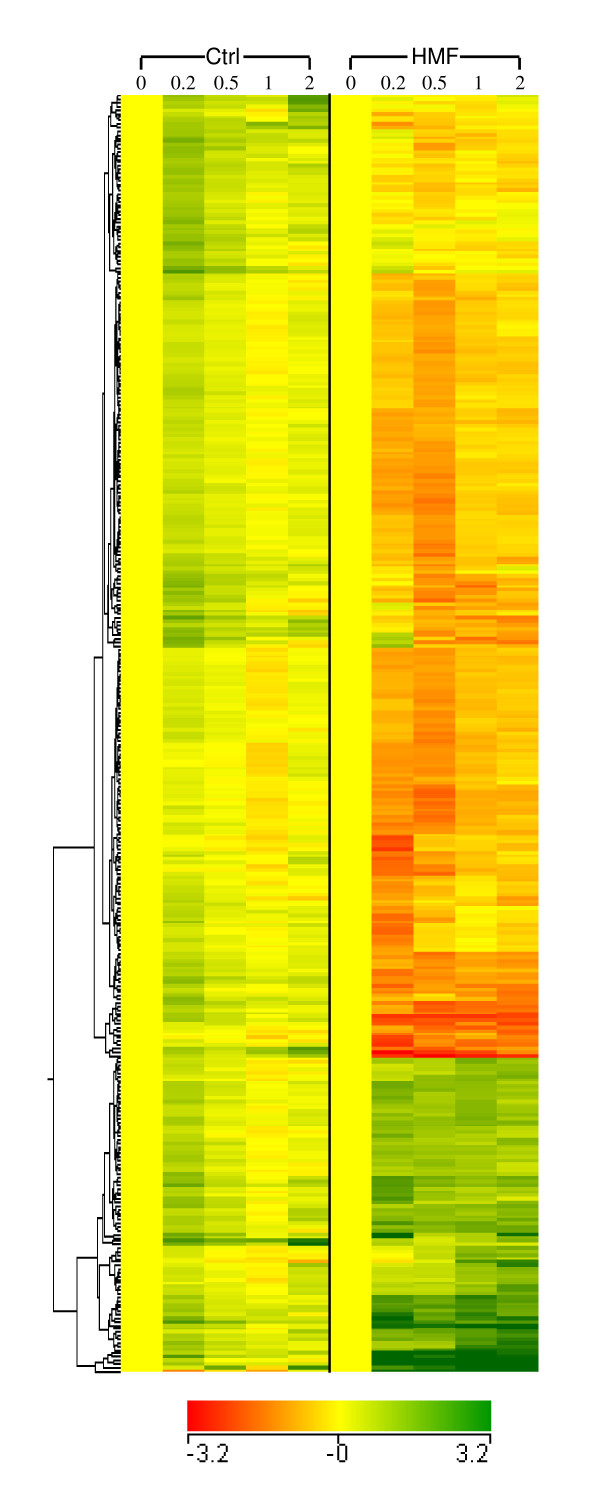
**Transcriptome response to HMF during the lag phase**. Hierarchical clustering of genes showing significant differential expression under HMF stress and displaying a 2-fold change for at least one time point compared with 0 h during the lag phase. Scales of the expression are indicated by an integrated color bar at the bottom.

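Because every ratio is taken to 0 min, the level of an array decides how many of its genes stand 2-fold from that baseline. On the control arrays at 10 min, 720 genes were at least 2-fold above 0 min in replicate 1 and 4506 in replicate 2, and 292 and 74 at least 2-fold below it. The HMF arrays at 10 min had 1711 and 386 genes at least 2-fold above 0 min and 402 and 1420 below. At 30 min the numbers of genes above were 571 and 485 with HMF and 478 and 1125 in the control. At 60 min they were 623 and 1123 with HMF and 282 and 280 in the control, and at 120 min 638 with HMF and 434 in the control. Of all genes, 96.5% had a ratio above 1 on the control array of replicate 2 at 10 min, against 34.1% on the control array of replicate 2 at 60 min.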

**Table 1:** Significantly induced genes of Saccharomyces cerevisiae by HMF during the lag phase

Systematic Name	Standard Name	Description	Fold change			
			
			0.2 h	0.5 h	1 h	2 h
Reductase						
YCR105W	*ADH7*	NADPH-dependent medium chain alcohol dehydrogenase with broad substrate specificity	+38.4	+60.3	+81.3	+39.5
YGL157W	*ARI1*	NADPH-dependent aldehyde reductase	+12.3	+21.3	+29.2	+27.2
YOL151W	*GRE2*	3-methylbutanal reductase and NADPH-dependent methylglyoxal reductase (D-lactaldehyde dehydrogenase)	+8.0	+7.6	+10.4	+12.0
YOR374W	*ALD4*	NAD(P)-dependent mitochondrial aldehyde dehydrogenase	+4.3	+3.2	+2.7	+3.2
PDR family						
YOR153W	*PDR5*	Plasma membrane ATP-binding cassette (ABC) transporter	+30.0	+19.0	+30.6	+23.7
YPL058C	*PDR12*	Plasma membrane ATP-binding cassette (ABC) transporter	+7.1	+4.1	+6.2	+3.3
YDR406W	*PDR15*	Plasma membrane ATP binding cassette (ABC) transporter	+9.5	+3.5	+5.4	+7.3
YDR011W	*SNQ2*	Plasma membrane ATP-binding cassette (ABC) transporter	+4.7	+3.8	+6.4	+4.1
YGR281W	*YOR1*	Plasma membrane ATP-binding cassette (ABC) transporter	+4.7	+3.0	+4.4	+3.5
YOR049C	*RSB1*	Suppressor of sphingoid long chain base (LCB) sensitivity of an LCB-lyase mutation	+15.7	+6.9	+9.5	+8.6
YLR099C	*ICT1*	Lysophosphatidic acid acyltransferase	+3.4	+2.9	+4.8	+6.2
YER142C	*MAG1*	3-methyl-adenine DNA glycosylase involved in protecting DNA against alkylating agents	+4.3	+4.5	+5.1	+3.7
YER143W	*DDI1*	DNA damage-inducible v-SNARE binding protein	+2.4	+2.2	+2.4	+1.7
YLL028W	*TPO1*	Polyamine transporter that recognizes spermine, putrescine, and spermidine	+4.5	+3.3	+5.1	+4.3
YOR273C	*TPO4*	Polyamine transporter that recognizes spermine, putrescine, and spermidine	+2.7	+2.0	+3.0	+2.6
YDL020C	*RPN4*	Transcription factor that stimulates expression of proteasome genes	+1.9	+2.5	+2.8	+3.3
YGR035C	YGR035C	Putative protein of unknown function	+3.1	+3.8	+4.1	+5.9
YLL056C	YLL056C	Putative protein of unknown function	+2.0	+2.0	+5.8	+6.2
YMR102C	YMR102C	Putative protein of unknown function	+1.8	+1.6	+2.2	+2.9
Proteasome and ubiquitin						
YER012W	*PRE1*	Beta 4 subunit of the 20 S proteasome	+2.7	+2.4	+2.1	+1.8
YJL001W	*PRE3*	Beta 1 subunit of the 20 S proteasome	+3.0	+3.0	+2.6	+2.1
YOL038W	*PRE6*	Alpha 4 subunit of the 20 S proteasome	+2.0	+2.2	+2.8	+2.3
YBL041W	*PRE7*	Beta 6 subunit of the 20 S proteasome	+3.5	+2.6	+2.6	+1.9
YOR362C	*PRE10*	Alpha 7 subunit of the 20 S proteasome	+2.4	+2.2	+2.2	+1.9
YER094C	*PUP3*	Beta 3 subunit of the 20 S proteasome involved in ubiquitin-dependent catabolism	+2.4	+2.2	+2.9	+2.1
YDR427W	*RPN9*	Non-ATPase regulatory subunit of the 26 S proteasome	+2.7	+2.4	+2.4	+2.1
YFR052W	*RPN12*	Subunit of the 19 S regulatory particle of the 26 S proteasome lid	+2.8	+2.4	+2.6	+2.5
YHL030W	*ECM29*	Major component of the proteasome	+4.6	+3.3	+3.6	+2.6
YDL007W	*RPT2*	One of six ATPases of the 19 S regulatory particle of the 26 S proteasome involved in the degradation of ubiquitinated substrates	+3.3	+2.6	+2.6	+2.4
YDR394W	*RPT3*	One of six ATPases of the 19 S regulatory particle of the 26 S proteasome involved in the degradation of ubiquitinated substrates	+2.9	+2.0	+2.5	+2.5
YOR259C	*RPT4*	One of six ATPases of the 19 S regulatory particle of the 26 S proteasome involved in the degradation of ubiquitinated substrates	+3.1	+2.6	+3.2	+2.5
YBL058W	*SHP1*	UBX (ubiquitin regulatory X) domain-containing protein that regulates Glc7p phosphatase activity and interacts with Cdc48p	+2.5	+2.0	+2.1	+2.8
YFL044C	*OTU1*	Deubiquitylation enzyme that binds to the chaperone-ATPase Cdc48p	+2.3	+1.9	+3.3	+2.3
Amino acids						
YLR142W	*PUT1*	Proline oxidase	+4.8	+6.9	+10.8	+43.0
YHR037W	*PUT2*	Delta-1-pyrroline-5-carboxylate dehydrogenase	+3.7	+3.7	+4.7	+3.3
YJR010W	*MET3*	ATP sulfurylase	+2.5	+2.7	+3.3	+3.6
YKL001C	*MET14*	Adenylylsulfate kinase	+1.7	+2.6	+2.8	+3.2
YCL064C	*CHA1*	Catabolic L-serine (L-threonine) deaminase, catalyzes the degradation of both L-serine and L-threonine	+13.3	+17.7	+15.8	+7.3
YLR089C	*ALT1*	Alanine transaminase	+2.9	+3.1	+4.1	+4.9
YPL111W	*CAR1*	Arginase, responsible for arginine degradation	+3.4	+2.2	+1.9	+1.6
Stress						
YBR072W	*HSP26*	Small heat shock protein (sHSP) with chaperone activity	+10.8	+1.8	+2.0	+8.0
YER103W	*SSA4*	Heat shock protein that is highly induced upon stress	+13.2	+1.5	+2.0	+2.6
Transcription factors						
YML007W	*YAP1*	Basic leucine zipper (bZIP) transcription factor required for oxidative stress tolerance	+3.3	+2.1	+2.5	+2.2
YDL020C	*RPN4*	Transcription factor that stimulates expression of proteasome genes	+1.9	+2.5	+2.8	+3.3
Others						
YPL171C	*OYE3*	Conserved NADPH oxidoreductase containing flavin mononucleotide (FMN)	+5.9	+3.9	+5.3	+17.7
YOR306C	*MCH5*	Plasma membrane riboflavin transporter	+2.6	+4.9	+7.8	+7.2
YAR073W	*IMD1*	Nonfunctional protein with homology to IMP dehydrogenase	+2.2	+2.1	+3.4	+2.7
YBL078C	*ATG8*	Component of autophagosomes and Cvt vesicles	+4.5	+3.3	+2.7	+3.5
YBR062C	YBR062C	Hypothetical protein	+2.5	+2.4	+2.4	+2.1
YML130C	*ERO1*	Thiol oxidase required for oxidative protein folding in the endoplasmic reticulum	+2.3	+2.4	+2.8	+2.3
YBR114W	*RAD16*	Protein that recognizes and binds damaged DNA in an ATP-dependent manner (with Rad7p) during nucleotide excision repair	+2.8	+2.1	+2.8	+1.7
YBR170C	*NPL4*	Endoplasmic reticulum and nuclear membrane protein	+2.4	+2.7	+2.2	+1.5
YDL021W	*GPM2*	Homolog of Gpm1p phosphoglycerate mutase	+3.5	+1.6	+1.7	+2.8
YBL101W-A	YBL101W-A	Retrotransposon TYA Gag gene co-transcribed with TYB Pol	+1.4	+1.6	+2.6	+6.4
YDR210W-B	YDR210W-B	Retrotransposon TYA Gag and TYB Pol genes	+1.9	+1.7	+2.6	+4.4
YDR316W-B	YDR316W-B	Retrotransposon TYA Gag and TYB Pol genes	+1.8	+1.8	+2.6	+3.2
YDR365W-B	YDR365W-B	Retrotransposon TYA Gag and TYB Pol genes	+1.7	+1.7	+2.2	+4.3
YDR515W	*SLF1*	RNA binding protein that associates with polysomes	+2.7	+2.7	+2.4	+2.7
YOR009W	*TIR4*	Cell wall mannoprotein of the Srp1p/Tip1p family of serine-alanine-rich proteins	-1.3	+1.3	+4.6	+5.9
YPL156C	*PRM4*	Pheromone-regulated protein proposed to be involved in mating	+3.4	+2.8	+3.5	+3.5
YGL062W	*PYC1*	Pyruvate carboxylase isoform	+2.3	+2.6	+3.1	+2.1
YOR007C	*SGT2*	Glutamine-rich cytoplasmic protein of unknown function	+2.8	+2.5	+2.9	+3.0
YOR052C	YOR052C	Nuclear protein of unknown function	+4.1	+2.6	+1.8	+2.4
YDR034W-B	YDR034W-B	Protein of unknown function	+7.2	+5.0	+3.6	+4.5
YML125C	*PGA3*	Putative cytochrome b5 reductase	+1.6	+2.7	+3.0	+2.4
YBL107C	YBL107C	Putative protein of unknown function	+2.4	+2.6	+2.1	+2.9
YBR255C-A	YBR255C-A	Putative protein of unknown function	+4.0	+2.0	+1.8	+2.1
YER137C	YER137C	Putative protein of unknown function	+2.9	+2.4	+2.5	+3.6
YGR111W	YGR111W	Putative protein of unknown function	+2.1	+2.2	+4.3	+7.1
YHR138C	YHR138C	Putative protein of unknown function	+4.2	+2.8	+2.4	+2.8
YKR011C	YKR011C	Putative protein of unknown function	+4.6	+2.3	+1.9	+1.3
YNL155W	YNL155W	Putative protein of unknown function	+3.7	+2.4	+2.2	+1.9
YOR059C	YOR059C	ORF, Uncharacterized	+2.1	+2.6	+2.2	+2.2

**Table 2:** Gene Ontology (GO) categories and terms for significantly induced genes by HMF during the lag phase in Saccharomyces cerevisiae

GO ID	GO term	Gene(s)
Cellular component		
GO:0005737	Cytoplasm	SHP1*, ***ATG8***, YBL107C, ***HSP26***, ***NPL4***, ***CHA1***, GPM2, ***SNQ2***, ***RPN9***, ***SLF1***, ***SSA4***, ***OTU1***, ***RPN12***, ***PYC1***, ***ARI1***, ***YGR111W***, ***ECM29***, ***PUT2***, ***PRE3***, ***MET3***, ***MET14***, ***TPO1***, ***ALT1***, ***PUT1***, ***YAP1***, ***PGA3***, ***ERO1***, ***YNL155W***, ***PRE6***, ***GRE2***, SGT2, ***RSB1***, YOR059C, ***PDR5***, ***TPO4***, ***PRE10***, ***ALD4***, ***CAR1***
GO:0005634	Nucleus	***SHP1***, ***YBL100W-A***, ***HSP26***, ***RAD16***, ***RPT2***, ***RPN4***, ***YDR210W-B***, ***YDR316W-B***, ***YDR365W-B***, ***PRE1***, ***SSA4***, ***MAG1***, ***OTU1***, ***ARI1***, ***YGR111W***, ***ECM29***, YKR011C, ***YAP1***, ***YNL155W***, ***GRE2***, YOR052C, ***RPT4***
GO:0016020	Membrane	***ATG8***, ***NPL4***, ***SNQ2***, ***PDR15***, ***DDI1***, ***YOR1***, ***TPO1***, ***PGA3***, ***RSB1***, ***PDR5***, ***TPO4***, ***MCH5***, ***PDR12***, *PRM4*
GO:0005575	Cellular component unknown	*IMD1, YBR062C, YBR255C-A, YDR034W-B, YER137C, YGR035C, **YHR138C**, YLL056C, ICT1, OYE3*
GO:0005886	Plasma membrane	***SNQ2***, ***DDI1***, ***YOR1***, ***TPO1***, ***PGA3***, ***RSB1***, ***PDR5***, ***TPO4***, ***MCH5***, ***PDR12***
GO:0005739	Mitochondrion	***CHA1***, ***SNQ2***, ***PUT2***, ***MET3***, ***ALT1***, ***PUT1***, ***PRE6***, ***PDR5***, ***ALD4***
GO:0005783	Endoplasmic reticulum	***NPL4***, ***PGA3***, ***ERO1***, ***RSB1***
GO:0005773	Vacuole	***ATG8***, ***TPO1***, ***TPO4***
GO:0005624	Membrane fraction	***SNQ2***, ***YOR1***
GO:0005933	Cellular bud	***TPO1***
GO:0005618	Cell wall	*TIR4*
GO:0012505	Endomembrane system	***NPL4***
GO:0030427	Cite of polarized growth	***CAR1***
Other	Other	***PRE7***, *ADH7*, ***RPT3***, ***PUP3***
Biological process		
GO:0008150	Biological process unknown	*IMD1, YBL107C, YBR062C, YBR255C-A, GPM2, YDR034W-B, YER137C, **ARI1**, YGR035C, YKR011C, YLL056C, **YNL155W**, TIR4, YOR052C, YOR059C, PRM4, OYE3*
GO:0044257	Cellular protein catabolic process	***PRE7***, ***SHP1***, ***RAD16***, ***NPL4***, ***RPT2***, ***RPT3***, ***RPN9***, ***PRE1***, ***PUP3***, ***DDI1***, ***RPN12***, ***PRE3***, ***PRE6***, ***RPT4***, ***PRE10***
GO:0006810	Transport	***ATG8***, ***PDR15***, ***SSA4***, ***DDI1***, ***YOR1***, ***TPO1***, ***PGA3***, ***RSB1***, ***PDR5***, ***TPO4***, ***MCH5***, ***PDR12***
GO:0006950	Response to stress	***ATG8***, ***HSP26***, ***RAD16***, ***RPN4***, ***SNQ2***, ***PRE1***, ***SSA4***, ***MAG1***, ***PRE3***, ***YAP1***, *SGT2*
GO:0042221	Response to chemical stimulus	***RPN4***, ***SNQ2***, ***PDR15***, ***YOR1***, ***MET14***, ***YAP1***, ***PDR5***
GO:0006519	Cellular amino acid and derivative metabolic process	***CHA1***, ***PUT2***, ***MET3***, ***MET14***, ***ALT1***, ***PUT1***, ***CAR1***
GO:0032196	Transposition	***YBL100W-A***, ***YDR210W-B***, ***YDR316W-B***, ***YDR365W-B***
GO:0006457	Protein folding	***HSP26***, ***SSA4***, ***ERO1***
GO:0006350	Transcription	***RPN4***, ***OTU1***, ***YAP1***
GO:0006464	Protein modification process	***RAD16***, ***OTU1***, ***ERO1***
GO:0030435	Sporulation resulting in formation of a cellular spore	***SHP1***, ***PRE1***, ***PRE3***
GO:0006259	DNA metabolic process	***RAD16***, ***RPN4***, ***MAG1***
GO:0016044	Membrane organization	***ATG8***, ***YHR138C***, ***RSB1***
GO:0007033	Vacuole organization	***ATG8***, ***YHR138C***
GO:0044262	Cellular carbohydrate metabolic process	***SHP1***, ***PYC1***
GO:0044255	Cellular lipid metabolic process	*ICT1, **GRE2***
GO:0006766	Vitamin metabolic process	***PYC1***, ***ALD4***
GO:0046483	Heterocycle metabolic process	***PUT2***, ***PUT1***
GO:0051186	Cofactor metabolic process	***PYC1***, ***ALD4***
GO:0016192	Vesicle-mediated transport	***ATG8***, ***DDI1***
GO:0051276	Chromosome organization	***RAD16***
GO:0016070	RNA metabolic process	***YAP1***
GO:0006412	Translation	***SLF1***
GO:0006091	Generation of precursor metabolites and energy	***SHP1***
GO:0070271	Protein complex biogenesis	***RPN9***
GO:0007049	Cell cycle	***RPN4***
GO:0019725	Cellular homeostasis	***SLF1***
Other	Other	*ADH7, **YGR111W**, **ECM29***
Molecular function		
GO:0016787	Hydrolase activity	***PRE7***, ***RAD16***, ***RPT2***, ***SNQ2***, ***YDR210W-B***, ***YDR316W-B***, ***YDR365W-B***, ***RPT3***, ***PDR15***, ***PRE1***, ***PUP3***, ***SSA4***, ***MAG1***, ***OTU1***, ***RPN12***, ***YOR1***, ***PRE3***, ***PRE6***, ***RSB1***, ***PDR5***, ***RPT4***, ***PRE10***, ***PDR12***, ***CAR1***
GO:0003674	Molecular function unknown	*IMD1, **ATG8**, YBL107C, YBR062C, **NPL4**, YBR255C-A, GPM2, YDR034W-B, YER137C, YGR035C, **YGR111W**, YKR011C, YLL056C, **PGA3**, **YNL155W**, SGT2, TIR4, YOR052C, YOR059C, PRM4*
GO:0008233	Peptidase activity	***PRE7***, ***RPT2***, ***YDR210W-B***, ***YDR316W-B***, ***YDR365W-B***, ***RPT3***, ***PRE1***, ***PUP3***, ***OTU1***, ***RPN12***, ***PRE3***, ***PRE6***, ***RPT4***, ***PRE10***
GO:0005215	Transporter activity	***SNQ2***, ***PDR15***, ***YOR1***, ***TPO1***, ***RSB1***, ***PDR5***, ***TPO4***, ***MCH5***, ***PDR12***
GO:0016491	Oxidoreductase activity	*ADH7, **ARI1**, **PUT2**, **PUT1**, **ERO1**, **GRE2**, **ALD4**, OYE3*
GO:0005515	Protein binding	***YBL100W-A***, ***HSP26***, ***YDR210W-B***, ***YDR316W-B***, ***YDR365W-B***, ***SSA4***, ***DDI1***, ***ECM29***
GO:0016740	Transferase activity	***YDR210W-B***, ***YDR316W-B***, ***YDR365W-B***, ***MET3***, ***MET14***, ***ALT1***, *ICT1*
GO:0003723	RNA binding	***YBL100W-A***, ***YDR210W-B***, ***YDR316W-B***, ***YDR365W-B***, ***SLF1***
GO:0016779	Nucleotidyltransferase activity	***YDR210W-B***, ***YDR316W-B***, ***YDR365W-B***, ***MET3***
GO:0003677	DNA binding	***RAD16***, ***RPN4***, ***YAP1***
GO:0016874	Ligase activity	***RAD16***, ***PYC1***
GO:0030528	Transcription regulator activity	***RPN4***, ***YAP1***
GO:0030234	Enzyme regulator activity	***SHP1***, ***YHR138C***
GO:0016829	Lyase activity	***CHA1***
GO:0005198	Structural molecule activity	***RPN9***
GO:0016853	Isomerase activity	*GPM2*

* Genes in bold indicate their encoding proteins or enzymes are involved in more than one function

The repressed genes are mainly involved in the functional categories of ribosome biogenesis, amino acid and derivative metabolic process, RNA metabolic process, transport, and others (Figure 3, Additional file 2). 

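Genes lower with HMF than in the control at an adjusted p of at most 0.05 numbered 37 at 10 min, 12 at 30 min, 2 at 60 min and 0 at 120 min in limma. At 120 min, where each group has 1 array, centring gave 4 lower genes and 9 higher ones. After centring, 112 genes were lower at 30 min and 26 at 60 min. The number of genes lower over the whole lag phase was 44 without replicate 2 of HMF at 10 min and 302 without replicate 1 of the control at 10 min.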

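The 6 genes of arginine biosynthesis were lower with HMF than in the control at all 4 times. *ARG1* (YOL058W) had a log2 ratio to 0 min of -3.39 ± 0.71 (SD, n = 2) at 30 min with HMF and 0.44 ± 0.36 (SD, n = 2) in the control, and its mean difference over the 4 times was -3.63 (SE 0.35, adjusted p = 3.7e-08). *ARG3* (YJL088W) had its lowest value at 10 min, -3.18 ± 0.10 with HMF against 1.08 ± 0.45 in the control (SD, n = 2 each), with a mean difference of -3.54 (SE 0.34, adjusted p = 3.6e-08). The mean difference was -2.86 (SE 0.35, adjusted p = 3.9e-06) in *ARG5,6* (YER069W), -2.10 (SE 0.33, adjusted p = 2.5e-04) in *ARG4* (YHR018C), -1.75 (SE 0.33, adjusted p = 0.0027) in *ARG7* (YMR062C) and -1.70 (SE 0.35, adjusted p = 0.0050) in *ARG8* (YOL140W). All 6 passed both limits, as they did after centring and with any replicated array left out. As a group they had a median difference of -2.48, with -2.87 at 10 min, -2.40 at 30 min, -2.13 at 60 min and -2.50 at 120 min (camera, adjusted p = 5.6e-21 for the mean of the 4 times, and 0.00027 with fry). All 7 HMF arrays were below all control arrays in 5 of the genes and 6 of 7 in *ARG8*. With HMF, *ARG8* came back near 0 min, at -0.16 ± 0.63 at 60 min, while its control was 1.13 ± 0.07.

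**Figure D3:**
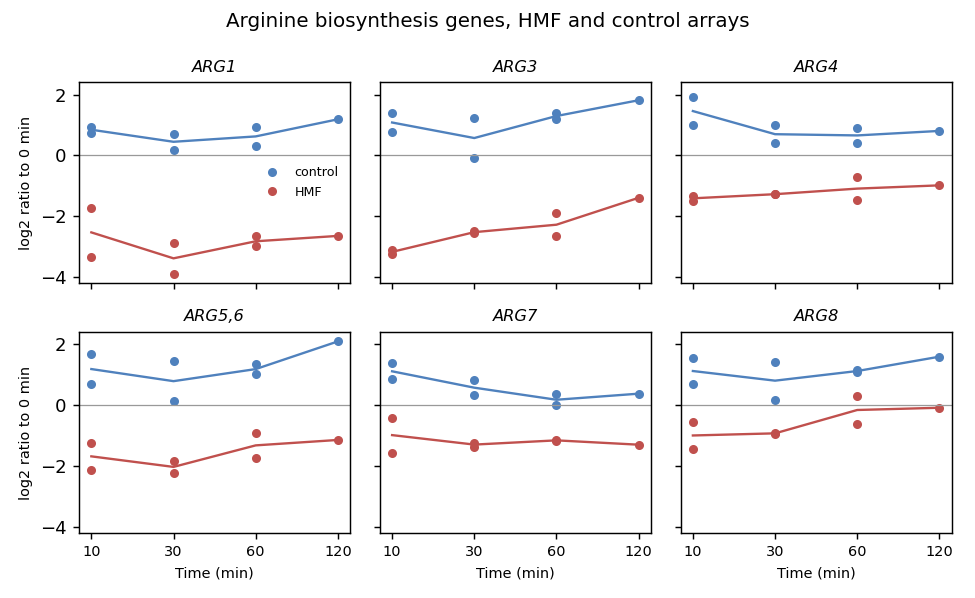
Log2 ratio to 0 min of 6 genes of arginine biosynthesis on every array at 10, 30, 60 and 120 min, with the times drawn at equal spacing. Points are single arrays and lines join the group means, in red for HMF and in blue for the control. The HMF line lies below the control line at each time in all 6 genes.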

Most of the genes encoding enzymes for arginine biosynthesis were severely repressed, such as *ARG1*, *ARG3*, *ARG4*, *ARG5,6*, *ARG7*, and *ARG8 *(Additional file 1). For the repressed genes, three types of dynamic responses were observed. 

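Whether the difference between HMF and control changed with time was tested as the interaction of treatment and time in limma. It passed in 5 genes of 6387, none of them named in the text or in Table 1, and 280 genes had an unadjusted p of at most 0.05. After centring, no gene passed in limma, 291 had an unadjusted p of at most 0.05, and the smallest adjusted p was 0.38. The methods' two-factor fit gave 78 genes for this term without adjustment and 0 with it. The count was 117 with replicate number as a block, 49 with a separate block at each time and 92 with robust eBayes, so whether a gene's difference changes with time depends on the fit. The 3 types of response are therefore described by the values at each time.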

A small group of two dozen genes showed transient inductions at 10 min but quickly turned into repressed after 30 min, such as *PCL6 *and *PCL8 *for glycogen metabolism, *MAL1*, *MAL11*, and *MPH3 *for maltose utilization. 

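At 10 min *PCL6* (YER059W) had a log2 ratio to 0 min of 0.11 ± 0.38 with HMF and 1.10 ± 0.43 in the control (SD, n = 2 each), and *PCL8* (YPL219W) had 0.28 ± 0.67 and 1.27 ± 0.10. *MAL11* (YGR289C) had 0.63 ± 0.50 with HMF and 1.71 ± 0.48 in the control, and *MPH3* (YJR160C) 0.26 ± 0.27 and 1.18 ± 0.61. The 4 genes were thus above 0 min at 10 min in both treatments and lower with HMF than in the control, with no overlap between the arrays of the treatments. At 30 min with HMF they were -0.14 ± 0.06, -0.39 ± 0.37, -0.68 ± 0.60 and -0.58 ± 0.18 in the same order. The median difference of the 4 genes was -0.99 at 10 min, -1.20 at 30 min, -0.51 at 60 min and -0.59 at 120 min. At 10 min the median of all other genes was -0.66, and the group did not pass there (adjusted p 0.25 by camera and 0.057 by fry), nor after centring, with a median of -0.32 (0.26 by camera and 0.26 by fry). On average over the times it was -0.87 (range -1.20 to -0.54), with an adjusted p of 0.0033 by camera and 0.0069 by fry. None of the 4 was past both limits in limma, and 3 had an unadjusted p of at most 0.05, *PCL8* being the exception. Adjusted over the list alone 2 passed, and after centring *MPH3* did. *MPH3* also passed without replicate 1 of the control at 10 min (-1.30) or at 30 min (-1.31). *MAL1* was matched to no open reading frame of the arrays by its symbol and is not analysed here.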

Another group of about 30 genes were constantly repressed, and these were mainly in the functional categories of amino acid metabolism, such as *ARG1*, *ARG3*, *ARG4*, *ARG5,6*, *ARG7 *for arginine metabolism, *HIS1*, *HIS3*, and *HIS4 *for histidine metabolism, *ARO3*, *ARO4*, *HOM2*, and *HOM3 *for aromatic amino acid metabolism. 

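The 12 genes named here, among them the 5 arginine genes other than *ARG8*, had a median difference from the control of -1.81 over the 4 times, and all 12 passed both limits, after centring too. Camera gave an adjusted p of 8.7e-32 for the group and fry 0.00027. The median difference was -2.70 at 10 min, -2.04 at 30 min, -1.33 at 60 min and -1.75 at 120 min. *HIS4* (YCL030C) had the lowest mean difference of the 7 genes outside arginine metabolism, -2.68 (SE 0.34, adjusted p = 5.6e-06), followed by *HIS1* (YER055C) with -1.84 (SE 0.35, adjusted p = 0.0027) and *ARO4* (YBR249C) with -1.78 (SE 0.34, adjusted p = 0.0027). It was -1.72 (SE 0.33, adjusted p = 0.0027) in *ARO3* (YDR035W), -1.68 (SE 0.34, adjusted p = 0.0047) in *HIS3* (YOR202W), -1.66 (SE 0.34, adjusted p = 0.0045) in *HOM3* (YER052C) and -1.64 (SE 0.34, adjusted p = 0.0059) in *HOM2* (YDR158W). Relative to 0 min, *HIS4* was 4.49-fold lower at 30 min with HMF, and *HOM2* and *HOM3* were 1.90-fold and 1.71-fold lower at 60 min. In each of these genes all 7 HMF arrays were below all 7 control arrays.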

The third group of the repressed genes were initially repressed at 10 or 30 min but recovered at later time points. This group of repressed genes fall within the categories of rRNA processing, tRNA export, and ribosomal biogenesis such as *NOB1*, *PUS1*, *RRP5*, *NOP56*, and *CBF5*; mitochondrial mRNA maturase such as *BI2 *and *BI3*; vitamin B6 biosynthesis gene *SNZ1*; and telomere length maintenance gene *YKU80 *(Additional file 1).

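With HMF *NOP56* (YLR197W) had a log2 ratio to 0 min of -1.94 ± 0.46 (SD, n = 2) at 10 min, -0.50 ± 0.14 at 30 min and -0.24 ± 0.07 at 60 min, while the control was 0.49 ± 1.30, 0.02 ± 0.38 and -0.06 ± 0.47. *CBF5* (YLR175W) went from -1.90 ± 0.21 at 10 min to -0.33 ± 0.19 at 60 min, *RRP5* (YMR229C) from -1.64 ± 0.51 to 0.03 ± 0.19, *PUS1* (YPL212C) from -1.52 ± 0.43 to -0.06 ± 0.20 and *NOB1* (YOR056C) from -1.14 ± 0.31 to 0.00 ± 0.13. *SNZ1* (YMR096W) was -0.58 ± 0.52 at 10 min and 0.04 ± 0.23 at 60 min. Over the 9 genes named here, the median difference from the control was -1.82 at 10 min, -0.79 at 30 min, -0.16 at 60 min and -0.71 at 120 min. At 10 min the group had an adjusted p of 1.1e-06 by camera and 0.022 by fry. None of the 9 was past both limits for the mean difference in limma, which ranged from -1.22 to -0.73, and all 9 had an unadjusted p of at most 0.05 and passed when adjusted over the list alone. After centring, 6 of the 9 passed, and without replicate 1 of the control at 10 min *PUS1* (-1.07), *RRP5* (-1.20), *NOP56* (-1.25), *CBF5* (-1.14), *BI2* (-1.33) and *BI3* (-1.41) did. *BI3* also passed without replicate 2 of the control at 60 min (-1.37). *BI2* (Q0110) and *BI3* (Q0115) were 0.37 ± 0.25 and -0.13 ± 0.16 at 10 min with HMF, and differed most from the control at 120 min, with -1.85 and -1.70 on single arrays. *YKU80* (YMR106C) was -0.36 ± 0.94 at 10 min with HMF and 1.40 ± 0.00 in the control.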

**Figure 3:**
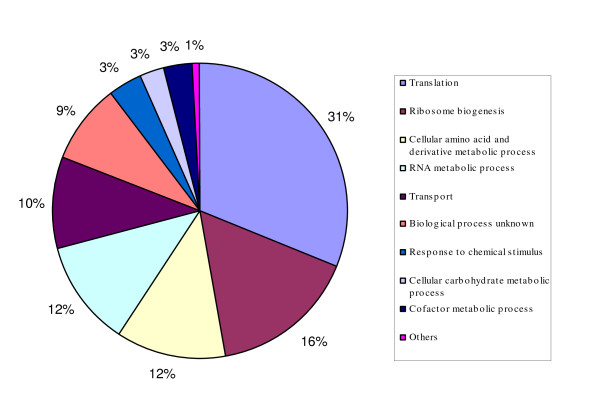
**Functional categories of repressed gene expression**. Distribution of functional categories of repressed gene expressions by HMF treatment.

### Relevant transcription factors

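As a group, *PDR1*, *PDR3*, *YAP1*, *YAP5*, *YAP6*, *RPN4* and *HSF1* had a median difference from the control of 0.54 over the 4 times (range 0.26 to 0.96), with an adjusted p of 1.1e-05 by camera. Under fry the adjusted p was 0.095 on the deposited scale and 0.00023 after centring, so that this call does not hold under fry without centring. The median difference was 0.58 at 10 min, 0.40 at 30 min, 1.2 at 60 min and 1.01 at 120 min. None of the 7 genes was past both limits in limma, and 2 had an unadjusted p of at most 0.05, *YAP1* and *PDR3* (YBL005W). The same number, 2, passed when adjusted over the list alone, and 4 after centring. The mean difference was 0.96 (SE 0.36, adjusted p = 0.18) in *PDR3*, 0.54 (SE 0.36, adjusted p = 0.57) in *PDR1* (YGL013C), 0.43 (SE 0.44, adjusted p = 0.79) in *YAP5* (YIR018W) and 0.39 (SE 0.36, adjusted p = 0.74) in *YAP6* (YDR259C). *YAP5* was 1.67 ± 2.11 (SD, n = 2) at 60 min with HMF, and with each replicated array left out its mean difference lay between 0.05 and 0.80. *YAP6* was lower with HMF than in the control at 30 min, with a difference of -0.65 as deposited and -0.31 after centring.

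**Figure D4:**
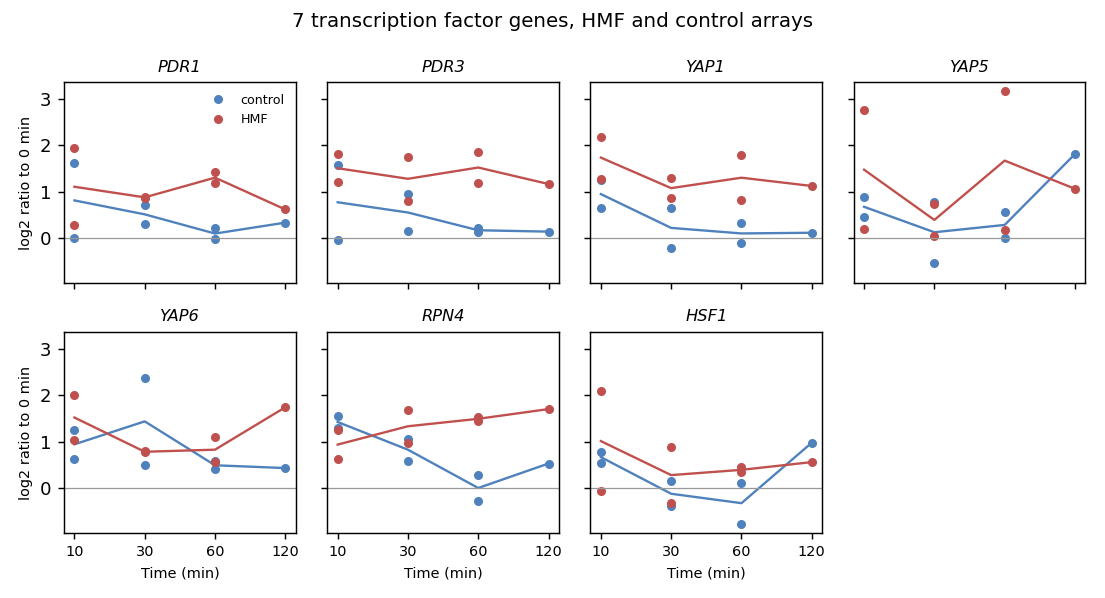
Log2 ratio to 0 min of 7 transcription factor genes on every array at 10, 30, 60 and 120 min, with the times drawn at equal spacing. Points are single arrays and lines join the group means, in red for HMF and in blue for the control. The HMF line lies above the control line at each time in *PDR1*, *PDR3* and *YAP1*.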

Under the HMF challenge, we found that seven transcription factor genes, *PDR1*, *PDR3*, *YAP1*, *YAP5*, *YAP6*, *RPN4*, and *HSF1*, displayed significant greater expression during the lag phase in response to the HMF challenge (Figure 4). 

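Relative to 0 min, *PDR1* was 2.16-fold higher at 10 min with HMF and 2.47-fold at 60 min, and *PDR3* 2.85-fold and 2.88-fold. *YAP5* was 2.79-fold higher at 10 min and 3.19-fold at 60 min, and *YAP6* 2.88-fold at 10 min and 3.35-fold on the single array at 120 min. *RPN4* rose to 3.26-fold at 120 min. In the control, without HMF, *RPN4* was 2.69-fold above 0 min at 10 min, *YAP6* 2.72-fold at 30 min and *YAP5* 3.52-fold at 120 min. *PDR1* in the control was 1.76-fold and *PDR3* 1.71-fold above 0 min at 10 min.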

Except for *HSF1*, most transcription factor genes displayed greater than 2-fold increase after the HMF treatment. By the aid of T-profiler [30], YEASTRACT database [31] and interactive pathway analysis using GeneSpring GX 10.0, we identified these genes as the most important transcription factor genes positively regulating gene expression response in adaptation to the HMF stress during the lag phase in yeast.

**Figure 4:**
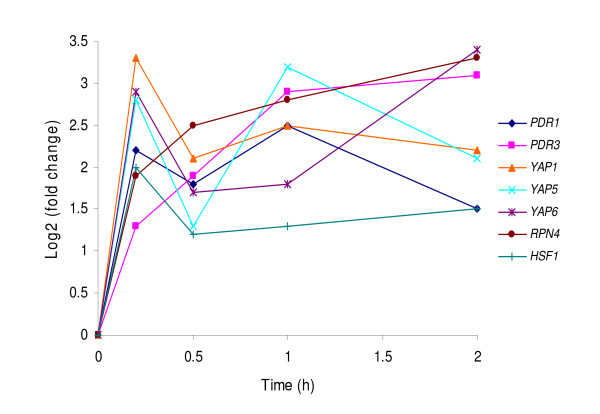
**Expression response of important transcription factor genes**. Expression patterns of seven selective genes encoding important transcription factors for positively regulating gene expression response to HMF stress.

We further analyzed protein binding motifs for these genes and found each transcription factor gene harbored protein binding motifs for Pdr1p, Pdr3p, Yap1p, Yap5p, Yap6p, Rpn4p, and Hsf1p. DNA binding motifs of Pdr1/3p were found in promoter regions of *PDR3*, *YAP5*, *PDR6*, and *RPN4*; Yap1p binding sites in all six transcription factor genes except for *PDR1*; and Hsf1p sites in all six genes except for *PDR1 *(Figure 5). Except for *PDR1 *which had a single Yap1p binding site, each of the other six transcription factor genes displayed multiple binding sites for multiple transcription factors. For example, *RPN4 *had 13 binding sites of 4 transcription factors, and *PDR3 *had 6 sites for 2. Interactions involving multiple transcription factors apparently exist. For example, highly expressed *RPN4 *in this study was found to be regulated by Yap1p, Pdr1p, Pdr3p, and Hsf1p that supported by ChIP-chip data and microarray assay of transcription factor mutations [32-37]. On the other hand, it also demonstrated positive feedback to its regulators of Yap1p and Pdr1p [33,37,38]. The presence of DNA binding motifs of a transcription factors' own in its promoter region, such as *PDR3*, *YAP1*, and *HSF1 *(Figure 5), suggested a self-regulated expression. The highly induced expression of the seven transcription factor genes in response to the HMF challenge and multiple protein binding motifs across the transcription factors suggested co-regulation and interactions of multiple transcription factors under the stress. 

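As a group, *ARG80*, *ARG81*, *GCN4*, *FHL1* and *RAP1* had a median difference from the control of -0.43 over the 4 times (range -1.10 to -0.17), with an adjusted p of 0.14 by camera and by fry, so that the group did not pass. After centring, fry gave an adjusted p of 0.0070. The median difference was -1.05 at 10 min, -0.62 at 30 min, 0.12 at 60 min and 0.05 at 120 min. None of the 5 genes was past both limits in limma, and 1, *RAP1*, had an unadjusted p of at most 0.05. *RAP1* also passed when adjusted over the list alone and after centring.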

As for many repressed expression responses to HMF, we identified five transcription factor genes *ARG80*, *ARG81*, *GCN4*, *FHL1*, and *RAP1 *that displayed down-regulated expressions (Additional file 3).

**Figure 5:**
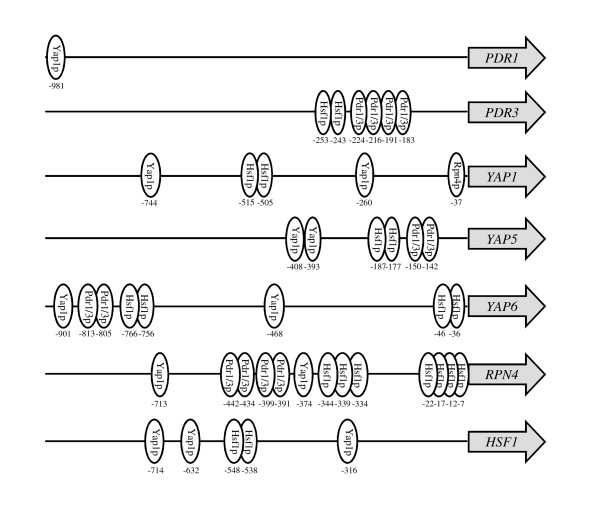
**DNA binding sites in promoter region**. DNA binding sites for seven selective transcription factor genes *YAP1*, *YAP5*, *YAP6*, *PDR1*, *PDR3*, *RPN4*, and *HSF1 *in the promoter regions (from -1000 to -1)analyzed based on YEASTRACT.

### YAP1 regulated gene expression networks

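*YAP1* (YML007W) was 3.34-fold above 0 min at 10 min with HMF, 2.12-fold at 30 min, 2.47-fold at 60 min and 2.19-fold at 120 min, where there is 1 array. In log2 these are 1.74 ± 0.64, 1.08 ± 0.31 and 1.31 ± 0.69 (SD, n = 2 each) and 1.13, against 0.95 ± 0.44, 0.22 ± 0.60, 0.11 ± 0.30 and 0.12 in the control. The arrays of the treatments did not overlap at 10, 30 or 60 min, but at 10 min replicate 2 of HMF was 1.29 and the higher control array 1.26. The mean difference was 0.96 (SE 0.34, adjusted p = 0.15), and 1.16 with an adjusted p of 0.0038 after centring (0.0038 to 0.40 over the alternatives).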

Among the seven transcription factor genes, *YAP1 *displayed consistently higher inductions, a 2- to 3-fold increase during the lag phase (Figure 4). Yap1p acts as a sensor for oxidative molecules, and activates the transcription response of anti-oxidant genes by recognizing Yap1p response elements (YRE), 5'-TKACTMA-3', in the promoter region [33,39,40].

A total of 41 HMF-induced genes were found to have the YRE sequence in their promoter region (Additional file 4). Many genes were confirmed to be regulated directly by *YAP1 *or indirectly through *YAP5 *and *YAP6 *(Figure 6). Most *YAP1*-regulated genes were classified in the functional categories of redox metabolism, amino acid metabolism, stress response, DNA repair, and others (Table 2). For example, the highly induced oxidoreductase genes *ADH7*, *GRE2*, and *OYE3 *were found as regulons of *YAP1 *(Figure 6) [32,38,41]. *ADH7 *and *GRE2 *were also co-regulated by Yap5p and Yap6p [33,36]. These two genes were among those confirmed as reductases actively involved in the HMF detoxification [26]. *ARI1*, a recently characterized aldehyde reductase contributing to detoxification of furfural and HMF [27], was found to be regulated by Yap6p [33] which is a regulon of *YAP1*. In addition, *YAP1 *and other YAP gene family members were shown to co-regulate numerous genes in a wide range of functional categories such as PDR, heat shock protein, chaperones, amino acid metabolism, as well as other regulators.

**Figure 6:**
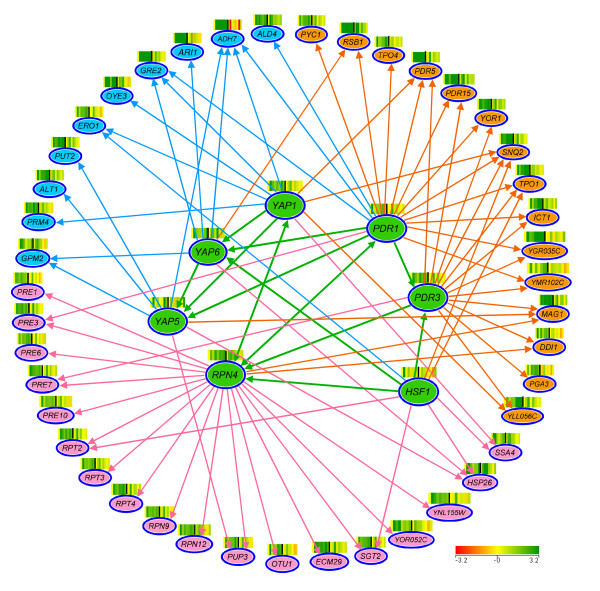
**Significant positive gene regulatory networks**. Regulatory interaction networks between transcription factors (filled green and green arrows) and induced genes for functional reduction enzymes (filled blue and blue arrows), PDR gene family (filled orange and orange arrows), and proteasome function (filled pink and pink arrows). Scales of the expression are indicated by an integrated color bar at the right bottom corner.

The significance of the role of the YAP gene family in adaptation and tolerance to HMF is confirmed by growth responses of the deletion mutations. Single YAP gene deletion mutations were able to grow normally without HMF treatment (Figure 7A). However, in the presence of 15 mM HMF, mutations *Δyap1, Δyap4, Δyap5*, and *Δyap6 *showed delayed growth compared with their parental strain (Figure 7B). Among these, *Δyap1 *displayed a 4-day long lag phase, indicating a profound functional defect affected by the *YAP1 *gene.

**Figure 7:**
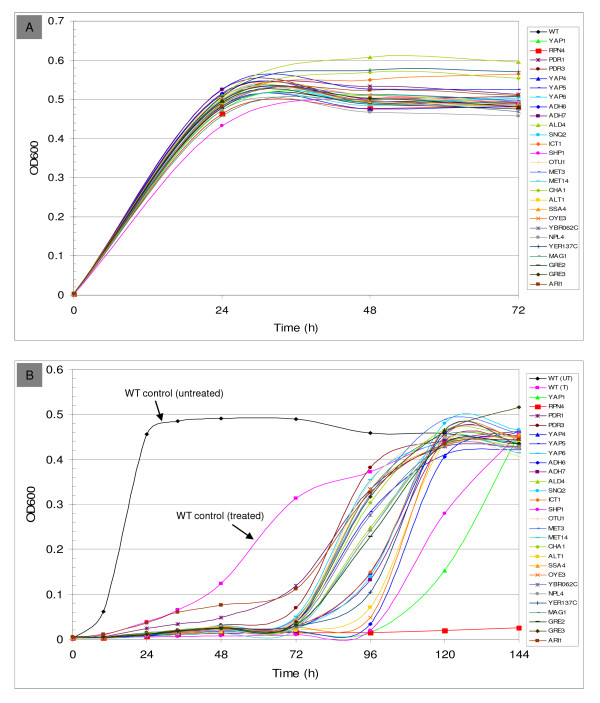
**Deletion mutants growth response to HMF**. Cell growth of deletion mutations and the parental wild type BY4742 (WT) on SC medium without HMF (A) and in the presence of 15 mM HMF (B) as measured by OD_600 _over time. Legend for each mutation is provided by a color code.

### PDR family and PDR1/3 involved regulatory interactions

Among the significantly induced genes by HMF, at least 15 genes were categorized into the PDR family (Table 1). 

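Of the 15 genes of the PDR family in Table 1, 9 were past both limits for the mean difference, and 14 when adjusted over the list alone. All 15 passed after centring and in the methods' two-factor test without adjustment. The 9 were *PDR5*, *PDR12*, *PDR15*, *SNQ2*, *RSB1*, *ICT1*, *MAG1*, *TPO1* and YGR035C. Of the others, *YOR1* (YGR281W) had a mean difference of 1.13 (SE 0.34, adjusted p = 0.080), YLL056C of 1.24 (SE 0.34, adjusted p = 0.055) and *TPO4* (YOR273C) of 0.95 (SE 0.34, adjusted p = 0.15). YMR102C had 0.93 (SE 0.35, adjusted p = 0.18). YLL056C passed without either replicate of the control at 10 min (1.12 and 1.36) or replicate 2 of the control at 30 min (1.36). The median difference of the 15 genes was 0.97 at 10 min, 1.07 at 30 min, 1.91 at 60 min and 1.78 at 120 min, with *RPN4* and YLL056C below the control at 10 min on the deposited scale and above it after centring. The number past both limits was 7 without replicate 2 of the control at 60 min and 10 without replicate 2 of the control at 30 min.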

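With HMF *PDR15* (YDR406W) was 9.52-fold above 0 min at 10 min and 3.51-fold at 30 min, against 3.08-fold and 1.68-fold in the control. *PDR12* (YPL058C) was 7.13-fold higher at 10 min, *SNQ2* (YDR011W) 6.35-fold at 60 min, *TPO1* (YLL028W) 5.09-fold at 60 min and YGR035C 5.95-fold at 120 min. Over the 15 PDR genes of Table 1 and the 4 times, the folds with HMF ran from 1.62 in YMR102C at 30 min up to the values of *PDR5*. The mean difference from the control was 1.82 (SE 0.40, adjusted p = 0.0094) in *PDR12*, 1.71 (SE 0.34, adjusted p = 0.0042) in *PDR15*, 1.68 (SE 0.35, adjusted p = 0.0056) in *SNQ2*, 1.64 (SE 0.37, adjusted p = 0.011) in *TPO1* and 1.55 (SE 0.35, adjusted p = 0.011) in YGR035C. Without replicate 2 of the control at 10 min the difference of *TPO1* was 1.63 and no longer past the limits. Its HMF replicates at 10 min were 3.34 and 1.02, both above its highest control array.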

Many genes displayed consistent induced expressions ranging from 3- to 30-fold increases during the lag phase (Table 1). Gene products of these increased transcripts were in the protein categories of drug/toxin transport for *TPO1 *and *TPO4*, Transport ATPase for *RSB1*, and ABC transporters for *PDR15 *(Table 3). *SNQ2*, *YOR1*, *PDR5*, and *PDR12 *encoding proteins shared functions of all these three categories. In addition, many PDR proteins have functions such as ATP binding and chemical agent resistance (Table 3). Most of these genes have the pleiotropic drug response element (PDRE) in their promoter regions (Additional file 4).

**Table 3:** Protein functional categories for significantly induced genes by HMF during the lag phase in Saccharomyces cerevisiae

MIPS ID	Functionary category	p-value	Entries
01 Metabolism			
01.01.03.03.02	Degradation of proline	7.82E-04	PUT2, PUT1*
01.01.03.05.02	Degradation of arginine	3.94E-04	**PUT1**, CAR1
01.02.03.01	Sulfate assimilation	3.54E-03	MET3, MET14
14 Protein fate (folding, modification, destination)			
14.07.11	Protein processing (proteolytic)	4.05E-09	**PRE7**, **ATG8**, **RPT2**, **RPT3**, **PRE1**, **PUP3**, **RPN12**, **PRE3**, **PRE6**, **RPT4**, **PRE10**
14.13	Protein/peptide degradation	3.97E-11	**PRE7**, SHP1, **ATG8**, NPL4, **RPT2**, RPN4, **RPT3**, RPN9, **PRE1**, **PUP3**, DDI1, OTU1, **RPN12**, ECM29, YHR138c, **PRE3**, **PRE6**, **RPT4**, **PRE10**
16 Protein with binding function or cofactor requirement (structural or catalytic)			
16.19.03	ATP binding	1.52E-03	**RPT2**, **SNQ2**, **RPT3**, **PDR15**, **YOR1**, **PDR5**, **RPT4**, **PDR12**
20 Cellular transport, transport facilities and transport routes			
20.01.27	Drug/toxin transport	4.70E-06	**SNQ2**, **YOR1**, TPO1, **PDR5**, TPO4, **PDR12**
20.03.22	Transport ATPases	3.68E-04	**SNQ2**, **YOR1**, RSB1, **PDR5**, **PDR12**
20.03.25	ABC transporters	1.44E-05	**SNQ2**, **PDR15**, **YOR1**, **PDR5**, **PDR12**
32 Cell rescue, defense and virulence			
32.05.01.03	Chemical agent resistance	1.73E-05	**SNQ2**, MAG1, **YOR1**, YAP1, **PDR5**

* Proteins in bold indicate functions involved in more than one category

HMF-induced transcription factor genes *PDR1 *and *PDR3 *regulate gene expression under a large variety of unrelated chemical stress conditions by binding to the PDRE of target genes [42-45]. Both Pdr1p and Pdr3p recognize CGG triplets oriented in opposite directions (CCGCGG) to form an inverted repeat [46], and able to form homodimers or heterodimers to activate target gene expression [42]. Many induced genes regulated by Pdr1p and/or Pdr3p in this group are involved in export of both xenobiotic compounds and endogenous toxic metabolites using ATP-binding cassette (ABC) transporters (Pdr5p, Pdr15p, Snq2p, and Yor1p), lipid composition of the plasma membrane (Rsb1p and Ict1p), export of polyamines by polyamine transporters (Tpo1p and Tpo4p), DNA repairing (Mag1p and Ddi1p), and other functions (Figure 6) [37,47-52]. At least eight genes induced by HMF in this study were regulated by both Pdr1p and Pdr3p. Pdr1p and Pdr3p also recognize and activate other subsets of genes. Pdr3p participates in certain processes that do not involve Pdr1p, such as regulating DNA damage-inducible genes *MAG1 *and *DDI1 *[53]. Similarly, some genes are only regulated by Pdr1p, such as *RSB1 *[54], *ADH7*, and *PRE3 *[32,33]. We also found that the *PDR3 *promoter contains two PDREs that can be autoregulated by itself in addition to being a regulon of Pdr1p [50,55]. *PDR1 *and *PDR3 *also demonstrated regulatory connections with a broad range of functional category genes as well as most active regulatory genes.

*PDR 1 *and *PDR3 *gene deletion mutations were assayed to confirm their influence on the expression of the potential regulons. When examined by qRT-PCR, mutant *Δpdr1 *displayed reduced transcriptional abundance for many genes, such as *PDR5, PDR10, PDR15, YOR1, SNQ2, ICT1, GRE2, TPO1, YMR102C*, and *YGR035C *compared with its parental strain BY4742 2 h after exposure to furfural and HMF (Figure 8A). The mutation *Δpdr3 *appeared to have a similar regulatory effect but to a lesser degree and to fewer genes (Figure 8B). However, it was clear that expression of *PGA3 *was affected by *Δpdr3 *but not *Δpdr1*.

**Figure 8:**
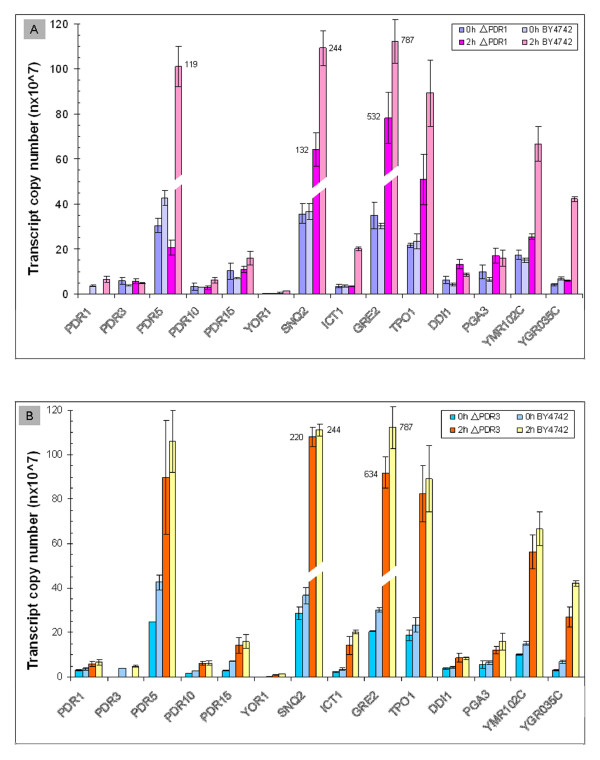
**The qRT-PCR for PDR gene family**. Expression abundance and gene interactions affected by deletion mutation *Δpdr1 *(A) and *Δpdr3 *(B) for selected PDR genes in response to HMF challenge compared with their parental wild type strain BY4742. Mean values are presented with error bars of standard deviations. Legend of value specificity is provided.

### Regulatory interactions of RPN4 and HSF1

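The 14 proteasome and ubiquitin genes of Table 1 were all higher with HMF than in the control at each of the 4 times. Their median difference was 0.55 at 10 min, 0.79 at 30 min, 1.36 at 60 min and 0.83 at 120 min. None was past both limits for the mean difference in limma, although all 14 had an unadjusted p of at most 0.05. All 14 passed when adjusted over the list alone. With replicate number as a block 1 of the 14 passed, and 2 did with robust eBayes. After centring all 14 passed, and all 14 had p of at most 0.05 in the methods' two-factor test. *ECM29* (YHL030W) had the largest mean difference, 1.24 (SE 0.34, adjusted p = 0.058), followed by *OTU1* (YFL044C) with 1.16 (SE 0.35, adjusted p = 0.079) and *PRE1* (YER012W) with 0.98 (SE 0.34, adjusted p = 0.13). *RPN12* (YFR052W) had the smallest, 0.69 (SE 0.34, adjusted p = 0.36). *ECM29* passed without replicate 1 or replicate 2 of the control at 10 min (1.08 and 1.40) or replicate 2 of the control at 30 min (1.30), and *OTU1* without replicate 2 of HMF at 10 min (1.36). Relative to 0 min, *ECM29* was 4.59-fold higher at 10 min with HMF, and *SHP1* (YBL058W) 2.84-fold at 120 min.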

Among the genes induced by HMF, at least 14 ubiquitin-related and proteasome genes for protein degradation were identified (Figure 6). These genes, by encoding enzymes involving in the degradation of damaged proteins, maintain cell viability and functions under the inhibitor stress. The induction of these genes was predicted to be under the control of the transcription factor Rpn4p by binding to the proteasome-associated control element (PACE, 5'- GGTGGCAAA-3') [56], and the PACE was found in the promoter of most ubiquitin-related and proteasome genes induced by HMF (Additional file 4). 

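In log2, *RPN4* (YDL020C) was 0.94 ± 0.45 at 10 min with HMF, 1.34 ± 0.49 at 30 min and 1.50 ± 0.06 at 60 min (SD, n = 2 each), and 1.71 on the single array at 120 min. The control was 1.43 ± 0.17, 0.83 ± 0.33, 0.01 ± 0.40 and 0.53. At 10 min both control arrays were above both HMF arrays, with a difference of -0.49 (adjusted p = 0.64), which turned to 0.18 after centring. It was 0.50 at 30 min, 1.49 at 60 min and 1.17 at 120 min. The mean difference was 0.67 (SE 0.33, adjusted p = 0.37), with 0.86 and an adjusted p of 0.039 after centring (0.039 to 0.68 over the alternatives).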

In this study, *RPN4 *was continuously enhanced over time during the lag phase (Figure 4, Table 1). Rpn4p levels are regulated by the 26 S proteasome via a negative feedback control mechanism [57]. It is also required for regulation of genes involved in DNA repair and other cellular processes, such as DNA damage-inducible genes *MAG1 *and *DDI1 *[33,53]. Interestingly, Rpn4p is a feedback regulator of *YAP1 *and *PDR1 *[37]. The consistent expression of *RPN4 *and its known complex functions including regulatory functions indicated a significant role of this transcription factor gene in regulating genomic adaptation networks during the lag phase. This was further demonstrated by the comparative performance of the deletion mutation response to HMF. While it was able to grow and establish a culture normally without HMF challenge, the strain harboring *Δrpn4 *failed to recover in the presence of 15 mM HMF 6 days after incubation (Figure 7A and 7B).

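*HSF1* (YGL073W) had a log2 ratio to 0 min of 1.02 ± 1.53 at 10 min with HMF (SD, n = 2), with 2.10 and -0.07 on its 2 arrays, and 0.67 ± 0.17 in the control. It was 0.28 ± 0.84 at 30 min and 0.40 ± 0.08 at 60 min with HMF, against -0.12 ± 0.38 and -0.32 ± 0.62 in the control, and 0.56 against 0.98 on the single arrays at 120 min. The mean difference was 0.26 (SE 0.37, adjusted p = 0.86), and 0.45 with an adjusted p of 0.43 after centring (0.43 to 1.00 over the alternatives). Only at 60 min did the replicates of the treatments not overlap. With each replicated array left out in turn, the mean difference lay between -0.01 and 0.53, the first without replicate 1 of HMF at 10 min.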

Although the levels of induction of *HSF1 *were not as great as *RPN4*, we found its constantly enhanced expression response to HMF was statistically significant. Up-regulated genes *HSP26 *and *SSA4 *for protein folding and refolding in this study have been reported to be regulated by Hsf1p [33,58]. It was also a positive regulator of other transcription factor genes *RPN4*, *PDR3*, *YAP5*, and *YAP6 *[32-34,36]. 

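After 10 min, where both genes were highest, *HSP26* was 0.89 ± 0.42 at 30 min with HMF and 1.35 ± 0.84 in the control (SD, n = 2 each), and *SSA4* 0.58 ± 0.26 and 0.72 ± 0.01. On the deposited scale both were thus lower with HMF than in the control at 30 min, with differences of -0.47 and -0.14, while after centring the differences were -0.12 and 0.20. The differences at 10 min were 1.62 (adjusted p = 0.20) and 2.19 (adjusted p = 0.088), with no overlap between the arrays of the treatments. Over the 4 times the mean difference was 1.02 (SE 0.35, adjusted p = 0.13) in *HSP26* and 0.99 (SE 0.34, adjusted p = 0.14) in *SSA4*. Both passed after centring, with adjusted p of 0.027 (0.027 to 0.30 over the alternatives) and 0.0084 (0.0084 to 0.32).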

*HSF1 *is likely involved in the complex co-regulation networks to the HMF stress.

### Regulatory interactions of repressed genes

For 246 significantly repressed genes, we found at least 5 important regulatory genes were involved in the down-regulated expression. For example, *ARG1*, *ARG3*, *ARG4*, *ARG5,6*, *ARG7*, and *ARG8 *involved in arginine biosynthesis repressed by HMF were regulated by the transcription factor genes *ARG80 *and *ARG81*, as well as *GCN4 *(Additional file 3A and 3B). These transcription factor genes were reported to regulate arginine metabolism [59,60]. All of these genes were found to be down-regulated under the HMF stress in this study. In addition to regulation of arginine biosynthesis, *GCN4 *regulates expression of many other genes related to amino acid biosynthesis (Additional file 3B), identified by Natarajan et al [60]. 

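*ARG80* (YMR042W) had a difference from the control of -1.34 at 10 min, -0.62 at 30 min, 0.20 at 60 min and -0.45 at 120 min, with a mean of -0.55 (SE 0.36, adjusted p = 0.54). *ARG81* (YML099C) had -0.77 at 10 min, -0.12 at 30 min, 0.19 at 60 min and 0.05 at 120 min, and its mean of -0.17 (SE 0.34, adjusted p = 0.91) turned to 0.03 after centring. In *GCN4* (YEL009C) the differences were -1.05, -0.90, -0.14 and 0.38, with a mean of -0.43 (SE 0.35, adjusted p = 0.69). The log2 ratio of *ARG80* at 10 min was -1.54 ± 1.25 with HMF and -0.20 ± 0.67 in the control (SD, n = 2 each), with overlap between the treatments, and that of *ARG81* was -0.17 ± 0.44 and 0.61 ± 0.69. In *GCN4* it was -0.14 ± 1.24 and 0.91 ± 0.11, and the HMF arrays were below the control arrays at 10 and 30 min. None of the 3 passed the adjusted p, as deposited or after centring.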

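At 10 min *LYS4* (YDR234W) had a log2 ratio to 0 min of -1.38 ± 0.62 with HMF and 0.81 ± 0.65 in the control, and *LYS20* (YDL182W) -1.39 ± 0.80 and 1.13 ± 0.21 (SD, n = 2 each). By 60 min *LYS4* was back at 0.00 ± 0.46 with HMF. The mean difference over the 4 times was -1.82 (SE 0.41, adjusted p = 0.012) in *LYS20*, past both limits, and -0.93 (SE 0.34, adjusted p = 0.16) in *LYS4*, which passed after centring (adjusted p = 0.0051; 0.0051 to 0.43 over the alternatives). *LYS20* did not pass after centring (adjusted p = 0.11; 1.9e-04 to 0.11 over the alternatives), nor without replicate 2 of HMF at 10 min, where its mean difference was -1.68, or replicate 2 of the control at 10 min, where it was -1.85. Its control replicates at 60 min were 0.13 and 2.93.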

Numerous genes involved in biosynthesis of histidine, leucine, and lysine were repressed under the control of *GCN4*. 

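Among 132 ribosomal protein genes, taken by their names, all 132 were lower with HMF than in the control on average, with a median difference of -1.06 (range -1.47 to -0.41). Camera gave an adjusted p of 2.7e-43 for the group and fry 0.014. Singly, 9 of the 132 were past both limits, 123 when adjusted over the list alone and 106 after centring. The median difference was -1.45 at 10 min, -1.46 at 30 min, -0.49 at 60 min and -0.81 at 120 min, or -0.78, -1.12, -0.73 and -0.80 after centring. All 132 genes were lower at 10 and at 30 min, 128 at 60 min and 131 at 120 min. The median log2 ratio to 0 min of the group was -0.90, -1.22, -0.60 and -0.51 with HMF, and 0.52, 0.25, -0.15 and 0.27 in the control.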

Among the genes repressed by HMF, a large number of genes are involved in ribosome biogenesis and protein translation processes, which were predicted to be regulated by transcription factor genes *RAP1 *and *FHL1 *(Additional file 3C). 

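*RAP1* (YNL216W) had a log2 ratio to 0 min of -0.92 ± 0.18 at 30 min and -0.84 ± 0.16 at 60 min with HMF, against 0.49 ± 0.31 and 0.13 ± 0.34 in the control (SD, n = 2 each), and the arrays of the treatments did not overlap at 10, 30 or 60 min. Its mean difference was -1.10 (SE 0.34, adjusted p = 0.096), and -0.91 with an adjusted p of 0.0016 after centring (0.0016 to 0.23 over the alternatives). It passed both limits without replicate 1 of HMF at 10 min (-1.23) or replicate 1 of the control at 10 min (-1.24). *FHL1* (YPR104C) had -0.44 ± 1.13 at 10 min and -0.49 ± 0.00 at 30 min with HMF and 0.07 ± 0.23 at 60 min, against 0.38 ± 0.66, 0.07 ± 0.61 and -0.05 ± 0.45 in the control. The mean difference of *FHL1* was -0.27 (SE 0.36, adjusted p = 0.84), and -0.07 after centring.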

At the same time, *RAP1 *and *FHL1 *also showed repressed expression response.

### Deletion mutation response to HMF

All selective single gene deletion mutations displayed normal growth similar to their parental strain in the absence of HMF treatment on SC medium (Figure 7A). In the presence of HMF, the parental strain BY4742 showed a delayed growth response on SC medium. In contrast, all tested deletion mutations for genes *YAP1, RPN4, PDR1, PDR3, YAP4, YAP5, YAP6, ADH6, ADH7, ALD4, SNQ2, ICT1, SHP1, OTU1, MET3, MET14, CHA1, ALT1, SSA4, OYE3, NPL4, MAG1, GRE2, GRE3, ARI1, YBR062C*, and *YER137C*, displayed varied lengths of lag phase (Figure 7B). These represent growth defects at different levels in the absence of the individual genes. Among which, the most profound effect was observed by *Δrpn4 *and *Δyap1 *for transcription factor genes *RPN4 *and *YAP1 *as mentioned above. Metabolic conversion profiles were highly consistent with the growth response. As assayed by HPLC, no glucose consumption was observed for all tested strains during the lag phase (data not shown).

## Discussion

Yeast adaptation to lignocellulose derived inhibitor stress is manifest at genome level and likely during the lag phase [23]. Variation in the length of the lag phase has been widely used to measure the tolerance of strains to a specific inhibitor(s). Using DNA 70-mer long oligo microarray and qRT-PCR assays, we investigated comparative transcriptome profilings of *S. cerevisiae *during the lag phase under HMF challenge in a time-course study. Our comprehensive analyses uncovered important transcription factor genes, including *YAP1, YAP5, YAP6, PDR1, PDR3, RPN4*, and *HSF1*, as key regulators for the yeast adaptation, as well as their co-regulation and complicated regulatory networks with numerous multiple function genes. We identified more than 300 genes showing statistically significant differential expression responses that potentially affect yeast adaptation to the inhibitor challenge. Among which, more than 70 genes were consistently induced and more than 200 genes were repressed at varied stages during the lag phase. This is the first report of systematic analysis on genomic expression to inhibitor stress during the lag phase in the context of yeast adaptation. Knowledge obtained from this study provides insight into global adaptive responses of the yeast to inhibitor stress and aids the dissection of tolerance mechanisms of the yeast.

Our studies uncovered at least three significant elements for yeast adaptation to inhibitor stress and mechanisms of tolerance. The first component involves the functional enzymes and related regulatory networks directly involved in biotransformation and inhibitor detoxification. At a sublethal dose, yeasts are able to convert HMF into less toxic compound FDM. The *in situ *detoxification of HMF has been identified as a primary mechanism of the tolerance for yeast strains [5]. This is mainly accomplished via the activity of functional reductase and numerous enzymes possessing NAD(P)H-dependent aldehyde reduction activities, such as enzyme encoding genes *ADH6, ADH7, ALD4, ARI1, ARI2, ARI3, OYE3, GRE2*, and *GRE3 *[[26,27,61-64], Liu, unpublished data]. In this study, we found *ADH7*, *ARI1, GRE2*, and *ALD4 *were immediately induced by the addition of HMF, especially for *ADH7 *which displayed a greater than 30-fold increase in transcription abundance 10 min after the HMF addition and 80-fold increase at 1 h. 

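At 60 min *ADH7* had a log2 ratio to 0 min of 6.35 ± 0.57 (SD, n = 2) with HMF, which is 81.3-fold, and -1.12 ± 1.72 in the control. *ARI1* was 3.62 ± 0.93 at 10 min with HMF and 0.80 ± 0.64 in the control (SD, n = 2 each), a difference of 2.82 (adjusted p = 0.032). *GRE2* was 3.00 ± 0.80 and 0.90 ± 0.60, a difference of 2.10 (adjusted p = 0.096). *ALD4* (YOR374W) was 4.29-fold above 0 min at 10 min with HMF, but the control was 3.58-fold above it. On the deposited scale the difference of 0.26 was within the replicate error (adjusted p = 0.79). Centred, *ALD4* at 10 min was 2.04 and 1.92 on the HMF arrays and 1.87 and 0.23 on the control arrays, with no overlap. Its mean difference over the 4 times was 0.68 (SE 0.33, adjusted p = 0.36), and 0.87 with an adjusted p of 0.066 after centring (0.066 to 0.64 over the alternatives).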

The expression of *ADH7 *was regulated by Yap1p, Yap5p, Yap6p, and Pdr1p (Figure 6). Multiple layers of up-regulated expressions of *ADH7 *provide strong support for its extremely high levels of induction. On the other hand, it indicated the significant roles of *ADH7 *in adaptation to the aldehyde inhibitor challenge and tolerance to the inhibitor. Most reductase genes are regulated by Yap1p and related regulons Yap5p and Yap6p. A few enzyme encoding genes for example, *ALD4 *and *GRE2 *were co-regulated by Pdr1p. It should be pointed out that multiple functions of a gene are common and the co-regulation can be a reflection of the multi-functions.

As mentioned above, conversion of aldehyde inhibitors including HMF, consumes cofactor NAD(P)H and redox imbalance often causes damage in cell metabolism. We have previously demonstrated that tolerant yeast cells utilize reprogrammed pathways to detoxify aldehyde inhibitors and favored pentose phosphate pathway in regeneration of cofactors keeping a well maintained redox balance [29,65]. In this study, we found the yeast, during the lag phase, appeared to facilitate a short path to the TCA cycle from which energy and NAD(P)H regeneration can be achieved. This involved genes in the amino acids metabolism pathways closely related to the TCA cycle, both induced genes such as *CHA1*, *ALT1*, *PUT1*, *PUT2*, and *CAR1*, and repressed genes such as *ARG1*, *ARG3*, *ARG4*, *ARG5,6*, *ARG7*, *ARG8*, *LYS4*, *LYS14*, and *LYS20 *(Figure 9). 

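*ALT1* (YLR089C) was 4.09-fold above 0 min at 60 min with HMF, *PUT2* (YHR037W) 4.75-fold, and *CAR1* (YPL111W) 3.41-fold at 10 min. The mean difference from the control was 1.39 (SE 0.35, adjusted p = 0.028) in *PUT2*, past both limits, 1.22 (SE 0.34, adjusted p = 0.063) in *ALT1* and 1.00 (SE 0.35, adjusted p = 0.14) in *CAR1*. *ALT1* and *CAR1* passed after centring. *PUT2* stayed past the limits in 7 of the 12 fits without an array. It did not without replicate 1 of HMF at 10 min (1.27), replicate 2 of HMF at 30 min (1.32) or at 60 min (1.26), replicate 1 of the control at 30 min (1.26) or replicate 2 of the control at 60 min (1.35). *ALT1* passed without replicate 2 of HMF at 10 min (1.40) and without replicate 2 of the control at 30 min (1.31). *LYS14* (YDR034C) had a mean difference of -0.82 (SE 0.34, adjusted p = 0.24), and -0.63 with an adjusted p of 0.016 after centring (0.016 to 0.57 over the alternatives). *PUT1* and *CHA1* were higher with HMF at all 4 times. From these induced and repressed genes, the paper proposes that proline, serine and alanine were broken down faster and arginine made more slowly, which would feed the TCA cycle.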

The accelerated catabolism of proline, serine, and alanine, together with the reduced biosynthesis of arginine likely provided a shortcut for ATP regeneration via the TCA cycle. Thus, efficient energy metabolism can be maintained under the HMF stress. These findings suggest the altered pathway is an adaptation response that allows sufficient production of intermediate substrates for energy and NAD(P)H regeneration through the TCA cycle under the HMF challenge. Many of these genes, for example, *PUT2 *and *ALT1 *are regulated by *YAP1 *and its related YAP gene family. Yap1p has been reported as involved in the regulation of numerous other anti-oxidant genes [66-68]. It also plays a significant role for DNA damage repairing [69]. The preferred Yap1p binding site is TTACTAA [39]. We found many reductase genes that contribute to the biotransformation of the inhibitors have the Yap1p binding site in their promoter regions and are likely regulons of Yap1p.

**Figure 9:**
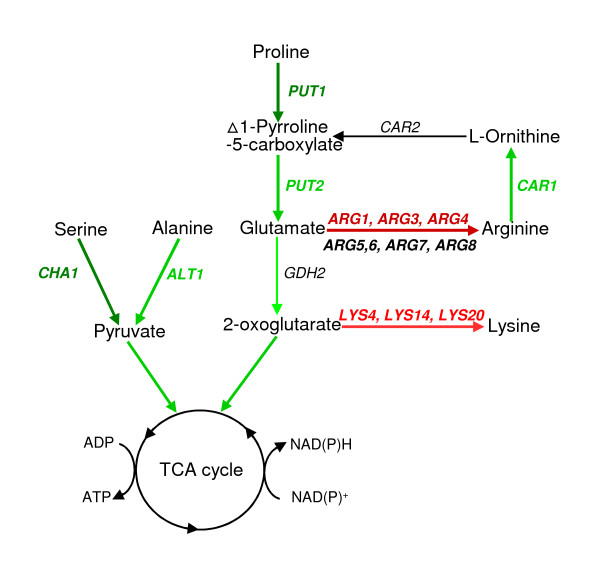
**Pathways affected toward TCA cycle**. Pathways involved in metabolisms of serine, alanine, proline, lysine, and arginine toward TCA cycle for ATP and NAD(P)H regeneration are significantly affected by HMF challenge. Bolded letters and arrowed lines indicate the levels of expressions and pathways are statistically significant. Enhanced expressions and pathways are in green and repressed in red. Black letters and arrowed lines indicate normal expressions and pathways.

The second element we found to be significant for yeast survival and adaptation under the HMF challenge is the PDR gene family-centered functions that are regulated by Pdr1/3p and as well as other regulator genes such as *YAP1 *and *HSF1*. Some PDR genes function as transporters of ATP-binding cassette proteins and encode plasma membrane proteins. These genes mediate membrane translocation of ions and a wide range of substrates and often exhibit multiple functions in response to a large variety of unrelated chemical stresses [42-45]. In this study, we found at least 15 members of the PDR gene family were significantly induced by HMF. The membrane and transporter activity related functions are mainly documented for these genes. For example, *TPO1 *and *TPO4 *encode proteins to function as drug/toxin transport and multidrug efflux pumps [70,71], *RSB1 *for transport ATPase, and *PDR15 *for ABC transporters, specifically. Other genes encode proteins that have multiple functions covering all of these categories, such as *SNQ2, YOR1, PDR5*, and *PDR12 *(Table 3). In addition, proteins encoded by these genes also perform functions of ATP binding and other cytoplasmic and molecular functions. Confirmed by deletion mutation assays of cell growth and qRT-PCR, we reasonably speculate that ABC transporters play a key role to export excessive HMF and endogenous toxic metabolites from intracellular environment brought about by HMF damage. As mentioned above, the shortcut of the TCA cycle could provide energy for the pumping of HMF and toxic metabolites by ABC transporters.

In this group, we observed induced transcriptional response of *RSB1 *and *ICT1*. These two genes are involved in phospholipid synthesis and transportation for membrane structure and functions, and are responsible for tolerance to organic solvents in *S. cerevisiae *[72,73]. It is possible that the induction of these PDR genes prevents the fast influx of HMF into cytoplasm and important organelles by membrane remodeling, thus, increasing the cell's tolerance to HMF. 

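In log2, *RSB1* was 3.98 ± 1.07 at 10 min with HMF and 2.13 ± 0.24 in the control (SD, n = 2 each), and 3.24 ± 1.01 and 0.70 ± 0.11 at 60 min. Its mean difference was 2.30 (SE 0.36, adjusted p = 2.0e-04), past both limits without any of the replicated arrays. *ICT1* (YLR099C) was 2.27 ± 0.29 at 60 min with HMF and 0.35 ± 0.63 in the control. The mean difference of *ICT1* was 1.39 (SE 0.37, adjusted p = 0.039), and it passed both limits in 7 of the 12 fits that leave out an array. Those in which it did not pass were without replicate 1 of HMF at 10 min (1.11) or at 60 min (1.34), either replicate of the control at 10 min (1.33 and 1.45) or replicate 2 of the control at 60 min (1.28). At 10 min its HMF arrays were 2.90 and 0.67, and the control 1.00 ± 0.33, so that the treatments overlapped on the deposited scale. Centred, its HMF arrays were 2.34 and 0.98 and its control arrays 0.48 and -0.07, with no overlap.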

*MAG1 *encodes a 3-methyladenine (3MeA) DNA glycosylase [74], which acts in the first step of a multistage base excision repair pathway for the removal of lethal lesions such as 3MeA and protects yeast cells from killing by DNA-alkylating agents [75]. *DDI1*, located immediately upstream of *MAG1 *and transcribed in an opposite direction, encodes an ubiquitin-related protein and is involved in a DNA-damage cell-cycle checkpoint [76]. Another DNA damage related gene *RAD16 *was also induced by HMF [77]. The induction of *MAG1*, *DDI1*, and *RAD16 *in this study are consistent with the potential DNA damage by HMF and yeast defense response to the HMF challenge. 

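*MAG1* (YER142C) was 5.09-fold above 0 min at 60 min with HMF and 1.36-fold in the control, and *RAD16* (YBR114W) 2.80-fold and 1.23-fold. *DDI1* (YER143W) was 2.42-fold above 0 min with HMF and 1.24-fold below it in the control. The mean difference was 1.42 (SE 0.35, adjusted p = 0.023) in *MAG1*, 1.07 (SE 0.36, adjusted p = 0.12) in *DDI1* and 0.64 (SE 0.33, adjusted p = 0.39) in *RAD16*. Only *MAG1* passed both limits, though not without replicate 2 of the control at 60 min, where the mean difference was 1.30. After centring all 3 passed, with adjusted p of 6.4e-04, 0.011 and 0.0039 (6.4e-04 to 0.061, 0.011 to 0.27 and 0.0039 to 0.66 over the alternatives). All 7 HMF arrays of *MAG1* were above all control arrays, 6 of *DDI1* and 2 of *RAD16*.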

Regulatory interactions of PDR gene family are complex and many genes appeared to be regulated by multiple transcription factor genes involving *PDR1, PDR3, YAP1*, and *HSF1*. Regulatory roles of *PDR1 *and *PDR3 *to HMF challenge were suggested by computational modeling [78,79]. Our deletion mutation assays using qRT-PCR suggest *PDR1 *may have direct interactive effects with more induced genes than *PDR3*, but *PGA3 *appeared to be regulated by *PDR3*. However, detailed interactions of the multiple functions of most PDR genes remain largely unknown, which can be related to the multiple regulated interactions by *YAP1, PDR1, PDR3*, and *HSF1 *as outlined by this study.

The third component of the yeast adaptation response to HMF involves degradation of damaged proteins and protein modifications mainly regulated by transcription factor genes *RPN4 *and *HSF1*. Chemical stress causes damage to protein conformation leading to protein unfolding and aggregation [80]. Small heat shock proteins, acting as chaperones, assist in folding or refolding nascent or denatured proteins and enzymes to maintain a functional conformation [81]. In this study, we found *HSP26 *and *SSA4 *encoding chaperones were significantly induced to counteract HMF stress damage to proteins. The deletion mutation of *SSA4 *displayed a significant longer lag phase under the HMF challenge, indicating its important role in adaptation and tolerance to HMF. While the presence of chaperones provides positive contribution to protein protection, severe or prolonged stress condition can result in irreversible protein damage. Misfolded or damaged proteins, especially aggregated proteins are highly toxic to cells [80]. Degradation of misfolded and damaged proteins by the ubiquitin-mediated proteasome pathway plays an important role in maintaining normal cell function and viability [80,82,83]. Denatured proteins are targeted via the covalent attachment of ubiquitin to a lysine side chain, and polyubiquitinated proteins are finally delivered to proteasome to be degraded. We observed that at least 14 ubiquitin-related and proteasome genes were induced by HMF (Figure 4B, Table 1), indicating their important functions in adaptation to the HMF stress. Strains with deletion mutations in these genes were sensitive to HMF with an extended lag phase, for example, genes *OTU1 *and *SHP1*. It was suggested that the degradation of proteins by the ubiquitin-mediated proteasome pathway has regulatory roles on cell cycle, metabolic adaptations, gene regulation, development, and differentiation [84].

As indicated by our study, many genes involved in the degradation of damaged protein and protein modifications are regulated by transcription factor gene *RPN4*. Our deletion mutation assays of *RPN4 *showed normal growth in the absence of HMF but no growth with the HMF treatment. These results confirmed the vital role of *RPN4 *involvement in adaptation to survival and coping with the HMF challenge. Since *HSF1 *is an essential gene, no deletion mutant test was performed.

## Conclusions

Among 365 genes identified as differentially expressed under HMF challenges, both induced and repressed genes of multiple functional categories are associated with the yeast adaptation to the inhibitor HMF during the lag phase. Transcription factor genes *YAP1*, *PDR1, PDR3, RPN4*, and *HSF1 *were identified as key regulatory genes for yeast global adaptation. Functional enzyme coding genes, for example *ARI1, ADH6*, *ADH7*, and *OYE3*, as well as gene interactions involved in the biotransformation and regulated by *YAP1*, are directly involved in the conversion of HMF into the less toxic compound FDM. PDR genes encode plasma membrane proteins and function as transporter of ATP-binding cassette proteins. The large number of induced PDR genes observed by our study suggests a hypothesis of the important PDR function of pumping HMF and endogenous toxic metabolites to maintain cell viability. Important PDR gene functions include specific transporter ATPase gene *RSB1*, toxin transporter genes *TPO1 *and *TPO4*, and multiple cellular transport facilitator genes *PDR5, PDR12, PDR15, YOR1*, and *SNQ2*. In addition, highly expressed genes involving degradation of damaged proteins and protein modifications regulated by *RPN4*, *HSF1*, and other co-regulators appear to be necessary for yeast survival and adaption to the HMF stress. Mutant strain *Δrpn4 *was unable to recover growth in the presence of HMF suggesting a significant regulatory role of *RPN4 *for many regulons. Complex gene interactions and regulatory networks as well as co-regulation events exist in response to the lignocellulose derived inhibitor HMF (Figure 10). Results from this study provide insight into mechanisms of adaptation and tolerance by the yeast *Saccharomyces cerevisiae *that will directly aid continued engineering efforts for more tolerant yeast development.

**Figure 10:**
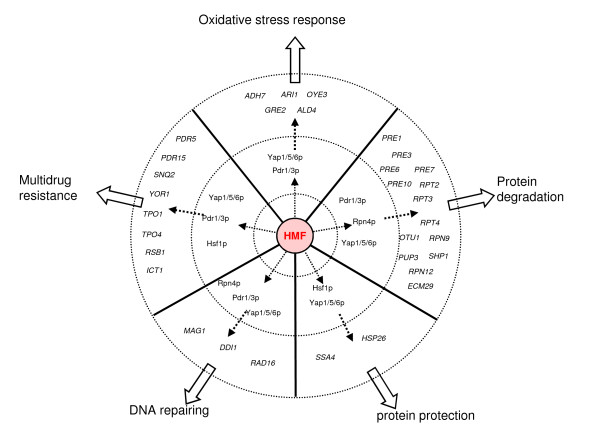
**Yeast response to HMF**. A schematic diagram of gene regulatory networks involving selective genes and significant regulatory elements in yeast response to HMF stress.

## Methods

### Strain, medium, and cultivation condition

*S. cerevisiae *strain NRRL Y-12632 (Agricultural Research Service Culture Collection, Peoria, IL, USA) was used in this study. The yeast was maintained and cultured on a synthetic complete (SC) medium as previously described [24]. Nonessential haploid *S. cerevisiae *deletion mutations generated by the Saccharomyces Genome Deletion Project [85] and the parental train BY4742 (MATα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0) were obtained from Open Biosystems (Huntsville, AL). Culture inocula were prepared using freshly grown cells harvested at logarithmic growth phase after incubation with agitation of 250 rpm at 30°C for 16 h. Cells were incubated on SC medium in a fleaker fermentation system (aerobic) at 30°C with agitation as described previously [24,28]. HMF was added into the culture at a final concentration of 30 mM 6 h after the inoculation. Cultures grown under the same conditions without the HMF treatment served as a control. Two replicated experiments were carried out for each condition.

### Cell treatment and sample collection

Cell growth was monitored by absorbance at OD_600 _during the fermentation. The time point at the HMF addition after 6-h pre-culture was designated as 0 time point. At 0, 10, 30, 60, 120 min after the HMF treatment, cell samples were harvested by centrifugation at 3645 g for 2 min at room temperature. Cell pellets were immediately frozen on dry ice and then stored at -80°C until use. Culture supernatants were taken periodically from 0 h to 54 h for metabolic profiling analysis. Glucose consumption, ethanol conversion, HMF, and FDM were measured using a high performance liquid chromatography (HPLC) system (Water Corp, Milford, MA) composed of a Waters 717 plus autosampler controlled at 10°C, Waters 590 programmable pump, an Aminex HPX-87 H column (Bio-Rad Laboratories, Hercules, CA) proceeded by a Microguard cartridge, a Spectra-Physics Spectra 100 variable wavelength UV detector (215 nm), and a Waters 2414 refractive index detector. The column was maintained at 65°C, and samples were eluted with 1.6 mM H_2_SO_4 _at 0.6 ml/min isocratic flow. A standard curve was constructed for each detected chemical and metabolic conversion product for HPLC assays as described previously [26,28].

### Microarray design and fabrication

Genome microarray of *S. cerevisiae *was fabricated with a version of 70-mer oligo set representing 6,388 genes. Using OminGrid 300 Gene Machine (Genomic Solutions, Ann Arbot, MI), a mini-array consisting of quality control genes was designed on the top of the target array for data acquisition reference during pre-scanning [86]. Replicated universal RNA controls were embedded in the target array with 32 replications for each control gene and other quality controls of DNA sequence background and slide background were included. The target genome array was printed in duplicate on a slide. Each microarray slide consisted of approximately 13,000 elements including target genes and quality controls.

### RNA isolation, probe, labeling, and hybridization

Total RNA was isolated and purified using RNeasy Mini Kit (QIAGEN, Alameda, CA, USA) using a protocol as previously described [86]. RNA integrity was verified by gel electrophoresis and NanoDrop Spectrophotometer ND-100 (NanoDrop Technologies, Inc., Wilmington, DE). RNA probe, together with incorporated RNA controls, was labeled using an indirect dUTP Cy3 or Cy5 dye as described previously [86]. Cy5 labeled RNA at 0 time point was designated as a reference and Cy3 was used to label test samples. An equal amount of at least 30 pmol Cy3 and Cy5 labeling reaction was applied for hybridization. Hybridization was performed based on Hegde et al [87] with modifications using HS 4800 Hybridization station (TECAN, Research Triangle Park, NC, USA).

### Data acquisition and analysis

Microarray slides were scanned using a GenePix 4000B scanner (Axon Instruments, Union City, CA, USA) and data acquisition was performed applying universal RNA controls using GenPix Pro V 6.0 software (Molecular Devices, Sunnyvale, CA, USA). A pre-scan control mini-array was used to adjust PMT Gain against Cy3 and Cy5 channels and the ratios of signal intensities between Cy3 and Cy5 were balanced to 1.0 using the calibration control as described previously [86]. Each spot was individually examined and adjusted or flagged out if necessary. Microarray data was deposited at the Gene Expression Omnibus (GEO) database under Accession "GSE22939". Median of foreground signal intensity subtracted by background for each dye channel was used for analysis. Raw data for each slide were normalized based on spike-in control gene *CAB*, and normalized data were analyzed using GeneSpring GX 10.0 (Agilent Technologies, Santa Clara, CA, USA). 

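The scale of each array is that of the spike-in, and no further step between arrays was applied to the values used here. The mean difference between the medians of HMF and control arrays, taken within the time points, was -0.19 (exact permutation test within time points, two-sided, p = 0.356 over 432 splits). The spread that limma took as typical of a gene was 0.638 (SD, log2) on the deposited scale and 0.313 after centring on the median of all genes.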

Briefly, expression values less than 100 in 7 of 16 samples were filtered out from probesets, then a 2-way ANOVA analysis (p ≤ 0.05) was performed. 

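The test of the methods was run on each gene as a two-factor fit of treatment and time to the 14 arrays used here. For treatment, 668 genes had p of at most 0.05, 556 of them at least 2-fold from 0 min in a group, 154 higher and 402 lower with HMF. With the fold criterion in an HMF group only, the count was 468. With Benjamini-Hochberg adjustment it was 14 genes, 5 higher and 9 lower. All but 2 of the 117 genes past both limits in limma were among the 556. The filter on signal was not repeated, since it needs the intensities.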

Genes showing statistically significant differential expressions with a minimum of 2-fold changes were selected for Principal Component Analysis and clustering analysis by Hierarchical and Self Organizing Maps. Interaction pathway analyses were modified and incorporated with the most up-to-date information. Gene functions were annotated using the *Saccharomyces *genome database (SGD) Gene Ontology Term Finder version 0.83 http://www.yeastgenome.org/cgi-bin/GO/goTermFinder.pl[88] and MIPS Functional Catalogue [89] with a significant cut-off value of p < 0.01. Transcription factor analysis was performed using the T-Profiler tool [30], and the selected transcription factors were further analyzed using YEASTRACT [31].

### Deletion mutation response to HMF

Twenty-seven single gene deletion mutations from Saccharomyces Genome Deletion Sets were selected for growth response to HMF. These genes include available non essential genes and transcription factor genes *YAP1, RPN4, PDR1, PDR3, YAP4, YAP5, YAP6, ADH6, ADH7, ALD4, SNQ2, ICT1, SHP1, OTU1, MET3, MET14, CHA1, ALT1, SSA4, OYE3, NPL4, MAG1, GRE2, GRE3, ARI1, YBR062C*, and *YER137C*. A parental strain BY4742 (WT) grown with and without HMF treatment served as a control. Each tested strain was grown on a 4 ml SC medium in a 15-ml tube at 30°C with agitation of 250 rpm. Culture inocula were prepared using freshly grown cells harvested at logarithmic growth phase after incubation for 16 h. The initial OD at 600 nm of the inoculated medium for each deletion strain culture was adjusted to the same level and inoculated onto the SC medium with a final HMF concentration of 15 mM. Cell growth was monitored by absorbance at OD_600 _and culture supernatants were taken periodically for HPLC analysis of glucose consumption, ethanol production, HMF, and FDM conversion as described above.

### Quantitative real time RT-PCR assays

Regulatory interactions among induced expression by transcription factor gene *PDR1 *and *PDR3 *were verified applying a single gene deletion mutation *Δpdr1 *and *Δpdr3 *from Saccharomyces Genome Deletion Set using qRT-PCR. Primer design (Additional file 5), PCR profiles, and assay method are as previously described [29,90]. HMF and furfural were added into the medium at a final concentration of 15 mM each after 6 h pre-culture. The time point at the addition of inhibitors was designated as 0 h. Cell samples were harvested at 0 and 2 h during the lag phase and RNA extracted as previously described [86].

## List of abbreviations

ABC: ATP-binding cassette; ChIP-chip: chromatin immunoprecipitation associated with microarrays; FDM: furan-2, 5-dimethanol; GEO: Gene Expression Omnibus; GO: gene ontology; HMF: 5-hydroxymethylfurfural; HPLC: high performance liquid chromatography; PACE: proteasome-associated control elements; PCA: Principal Component Analysis; PDRE: pleiotropic drug response elements; ROS: reactive oxygen species; SC medium: synthetic complete medium; SNP: single nucleotide polymorphism; SGD: *Saccharomyces *genome database; SOM: Self Organizing Maps; TCA cycle: tricarboxylic acid cycle; TF: transcription factor; YEASTRACT: Yeast Search for Transcriptional Regulators And Consensus Tracking; YRE: Yap1p response elements.

## Authors' contributions

ZLL conceived the project, designed and fabricated yeast DNA microarray, and conducted the microarray experiments. MM performed the qRT-PCR and deletion mutation assays. MM and ZLL analyzed data and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Differential expression of significantly affected genes of *Saccharomyces cerevisiae *in response to HMF challenges during the lag phase**. 

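The copy of Additional file 1 used here holds 363 of its 365 genes, with fold changes from 0 min in 8 columns, 1 per treatment and time. The group means were turned into signed folds and compared with the 2904 values of that copy. Of these, 2854 were equal within the rounding of the table, and 2876 within the rounding or the replicate SD with the same sign, with a median difference of 0.02 in log2. All 363 genes were at least 2-fold from 0 min in a group, 312 of them in an HMF group. The largest p among them in the methods' two-factor test for treatment was 0.0273. In limma, 92 of the 363 were past both limits.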

Click here for file

Additional file 2 **Gene Ontology (GO) categories and terms for significantly repressed genes by HMF (30 mM) challenge in *Saccharomyces cerevisiae *NRRL Y-12632**. Click here for file

Additional file 3 **Regulatory interaction networks for repressed genes under HMF stress**. Click here for file

Additional file 4 **Protein binding motifs and binding elements for significantly induced genes by HMF challenge during the lag phase in *Saccharomyces cerevisiae***. Click here for file

Additional file 5 **Primers used for mRNA expression analysis for *Saccharomyces cerevisiae *by real-time qRT-PCR using SYBR Green I**. Click here for file

# Supplementary material for: Comparative transcriptome profiling analyses during the lag phase uncover YAP1, PDR1, PDR3, RPN4, and HSF1 as key regulatory genes in genomic adaptation to the lignocellulose derived inhibitor HMF for Saccharomyces cerevisiae
**Source:** BMC Genomics. 2010 Nov 24;11:660. doi: 10.1186/1471-2164-11-660
**Supplement:** Additional file 1 — Differential expression of significantly affected genes of Saccharomyces cerevisiae in response to HMF challenges during the lag phase.

Additional file 1. Differential expressions of significantly affected genes in *Saccharomyces cerevisiae* in response to HMF challenges during the lag phase

# Supplementary material for: Comparative transcriptome profiling analyses during the lag phase uncover YAP1, PDR1, PDR3, RPN4, and HSF1 as key regulatory genes in genomic adaptation to the lignocellulose derived inhibitor HMF for Saccharomyces cerevisiae
**Source:** BMC Genomics. 2010 Nov 24;11:660. doi: 10.1186/1471-2164-11-660
**Supplement:** Additional file 2 — Gene Ontology (GO) categories and terms for significantly repressed genes by HMF (30 mM) challenge in Saccharomyces cerevisiae NRRL Y-12632.

Additional file 2. Gene Ontology (GO) categories and terms for significantly repressed genes by HMF challenge during the lag phase in *Saccharomyces cerevisiae*

# Supplementary material for: Comparative transcriptome profiling analyses during the lag phase uncover YAP1, PDR1, PDR3, RPN4, and HSF1 as key regulatory genes in genomic adaptation to the lignocellulose derived inhibitor HMF for Saccharomyces cerevisiae
**Source:** BMC Genomics. 2010 Nov 24;11:660. doi: 10.1186/1471-2164-11-660
**Supplement:** Additional file 4 — Protein binding motifs and binding elements for significantly induced genes by HMF challenge during the lag phase in Saccharomyces cerevisiae.

Additional file 4. Protein binding motifs and binding elements for significantly induced genes by HMF challenge during the lag phase in *Saccharomyces cerevisiae*

# Supplementary material for: Comparative transcriptome profiling analyses during the lag phase uncover YAP1, PDR1, PDR3, RPN4, and HSF1 as key regulatory genes in genomic adaptation to the lignocellulose derived inhibitor HMF for Saccharomyces cerevisiae
**Source:** BMC Genomics. 2010 Nov 24;11:660. doi: 10.1186/1471-2164-11-660
**Supplement:** Additional file 5 — Primers used for mRNA expression analysis for Saccharomyces cerevisiae by real-time qRT-PCR using SYBR Green I.

Additional File 5. Primers used for mRNA expression analysis for *Saccharomyces cerevisiae* by real-time qRT-PCR using SYBR Green I

| ID | Sequence 5’-3’ | Direction | Amplicon (bp) | Gene / ORF (Note) |
| --- | --- | --- | --- | --- |
| B2M_L | agcgtcctccaaagattcaa | Forward |  |  |
| B2M_R | tccccattcttcagcaaatc | Reverse | 127 | *B2M* (Control) |
| MSG_L | gatgagcacagccttgtgaa | Forward |  |  |
| MSG_R | cctccacgttcttggtgagt | Reverse | 112 | *MSG* (Control) |
| CAB_L | agacagcactcccatggttc | Forward |  |  |
| CAB_ R | aatcccatcagtgccatctc | Reverse | 109 | *CAB* (Control) |
| RBS1_L | gcttggaattcgagttggag | Forward |  |  |
| RBS1_R | gagaagcatcagtgcaacca | Reverse | 123 | *RBS1* (Control) |
| ACTB_L | gctctcttccagccttcctt | Forward |  |  |
| ACTB_R | tagaggtccttgcggatgtc | Reverse | 104 | *ACTB* (Control) |
| PDR1a_L | aatccggatctcccaagtct | Forward |  |  |
| PDR1a_R | ttgtttctcactggggaagg | Reverse | 110 | *PDR1*/YGL013C |
| PDR3_L | atactgccgaacggagaaga | Forward |  |  |
| PDR3_R | ctgaaatccttcggcaagag | Reverse | 130 | *PDR3*/YBL005W |
| PDR5_L | tgacgcttttgcatcagttc | Forward |  |  |
| PDR5_R | gagaaaaccgcgacaatgtt | Reverse | 150 | *PDR5*/YOR153W |
| PDR10_L | ctcgggtttgaatcaaggaa | Forward |  |  |
| PDR10_R | aaaagggaagattggctcgt | Reverse | 135 | *PDR10*/YOR328W |
| PDR15_L | ggttggtccatttggatttg | Forward |  |  |
| PDR15_R | ttgggcacaagggaatctac | Reverse | 99 | *PDR15*/YDR406W |
| YOR1b_L | ttccctgcaattttggctat | Forward |  |  |
| YOR1b_R | atgaaaaacccaccgaaaaa | Reverse | 98 | *YOR1*/YGR281W |
| SNQ2_L | tatcaaaagctggccaatcc | Forward |  |  |
| SNQ2_R | gtttgtccacccttcctcaa | Reverse | 103 | *SNQ2*/YDR011W |
| ICT1_L | actactgcagacgccaaggt | Forward |  |  |
| ICT1_R | tgtggaaatgccactggtta | Reverse | 139 | *ICT1*/YLR099C |
| DDI1_L | atacaggggctcaaacaacg | Forward |  |  |
| DDI1_R | attttgacttgggcttggtg | Reverse | 148 | *DDI1*/YER143W |
| TPO1_L | tcggtatgatggtgtgtgct | Forward |  |  |
| TPO1_R | ggatagtagcccgtccaaca | Reverse | 169 | *TPO1*/YLL028W |
| GRE2_L | cgtatcggaggccagattta | Forward |  |  |
| GRE2_R | atgggtagcaccagaacctg | Reverse | 112 | *GRE2*/YOL151W |
| PGA3a_L | tgtggacctgatggaatgaa | Forward |  |  |
| PGA2a_R | acttgatcgtcgccagaact | Reverse | 95 | PGA3/YML125C |
| YMR102C_L | acaccaagggaaagcatgtc | Forward |  |  |
| YMR102C_R | agcaccagaaaaagcctcaa | Reverse | 129 | YMR102C |
| YGR035C_L | attcattcatgcgtgccata | Forward |  |  |
| YGR035C_R | cattttcagcagcagctttg | Reverse | 150 | YGR035C |

How the deposited data were processed for this re-analysis (not part of the article)

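The data are 14 2-color microarrays of *S. cerevisiae* strain NRRL Y-12632, 7 from cultures with 30 mM HMF and 7 from untreated control cultures, sampled at 10, 30, 60 and 120 min. There are 2 biological replicates per group at 10, 30 and 60 min and 1 array per group at 120 min. Each array compares a test sample, labeled with Cy3, with untreated RNA of the 0 min time point, labeled with Cy5. The conditions, times and replicate numbers were taken from the sample descriptions.

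The authors read the slides with GenePix, subtracted the background from the median signal, examined the spots by hand and normalized each slide to the spike-in control gene CAB before using GeneSpring. The array was printed in duplicate on each slide, and how the duplicates were combined is not stated. The values used here are 1 log2 ratio of test to reference for each of 6387 open reading frames and each array, with no missing value. The scale was checked on the values: powers of 2 of the group means equal the fold changes of Table 1, so the log base is 2 and the direction is test over reference. The arrays are not centred, as a spike-in leaves the level of all genes free. Signal intensities were not used here, so signal over background, the filter on signal and a trend of the spread with intensity could not be examined. Precision comes from the number of arrays and the spread between replicates, whose typical SD in log2 was 0.638 as deposited and 0.313 after centring.

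Of the 6387 open reading frames, 5840 were paired with a symbol through a table of reference genes, and 547 keep their systematic names. A linear model with 1 mean for each of the 8 groups of treatment and time was fitted to the log2 ratios with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with its default prior), with 6 residual degrees of freedom and 23.5 prior degrees of freedom. After centring the prior degrees of freedom were 2.53. The contrasts were the difference between HMF and control at each time, the mean of these 4 differences, and the test that they are equal. At 120 min the spread of the single arrays is taken to be that of the other groups. P values were adjusted by the Benjamini-Hochberg method over all genes within a contrast, and the limit was 0.05. For the mean of the 4 differences a gene also needed a group mean at least 2-fold from 0 min in at least 1 of the 8 groups; these are the limits meant by "past both limits" in the text. Errors given with a difference are moderated standard errors, and those given with a group are SDs of its 2 arrays. The two-factor test of the methods was run per gene as well, as an ordinary fit of treatment, time and their interaction without moderation, with and without adjustment.

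Gene groups of the study were tested with camera (preset correlation between genes of 0.01) and with fry, adjusted over the 12 groups. These are the reductase, PDR, proteasome and ubiquitin, amino acid and retrotransposon genes of Table 1, 6 genes of arginine biosynthesis, the constantly repressed, transiently induced and recovering genes the text names, the 7 and the 5 transcription factor genes, and 132 ribosomal protein genes taken by name. The study chose most of these on the same arrays, so their tests are not independent evidence. Genes singled out in the text are all those named in the paper's text, Table 1 or Figures 4, 6 and 9 that the arrays identify, 117 in number, and in addition the 5 largest and the 5 smallest mean differences among genes past both limits with the same sign at all 4 times that the study does not list. Apart from these, the 5 genes whose difference changed with time are named, which were chosen after their values were seen. *MAL1* was matched to no open reading frame.

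Further lists, used in the closing section, are 32 proteasome subunit genes, 25 oxidant defense genes tied to Yap1p, 25 general stress genes, 2 genes of arginine use, 3 of proline use, and 26 mitochondrially encoded genes other than *BI2* and *BI3*.

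Alternatives tried were median centring of each array, quantile normalization between arrays, replicate number as a block, a separate block of replicate number at each time, robust eBayes, the two-factor test of the methods, other fold criteria, the data without the 120 min arrays, and the data without each of the 12 replicated arrays in turn. For single genes and gene groups they were centring, the 2 blocks and the arrays left out in turn, with fry for the groups. The labels give the groups the same replicate numbers, and no pairing is stated. In the 15 pairs of groups with replicates, the correlation of replicate 1 minus replicate 2 across genes was between 0.02 and 0.36, above 0.1 in 11 of them. Between HMF and control it was 0.31, 0.28 and 0.17 at 10, 30 and 60 min, all above 0.1, so that same-numbered arrays of a time vary together. Some groups of different times did so too, and the highest value, 0.36, was between HMF at 30 min and control at 10 min. Counts with both blocks are given beside those without. The procedure was tested on simulated data of 6387 genes on the same layout, of which 200 were changed by 2 in log2 at all times. It recovered 90.5% of them with 3.21% false calls when arrays had no shift in level, and 93% with 7.46% false calls with shifts as measured. With median centring it recovered 91% with 3.70% false calls without shifts, and 89% with 3.78% with shifts as measured. Apart from these shifts, the simulated noise was independent between arrays. Changes smaller than 2, as in most genes of Table 1, were not simulated, so the recovery of such genes is not known.

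Arrays were regrouped within time points to count how often another split gives as many genes, and the result is given with the other tests in the closing section. Growth, conversion of HMF, deletion strains and quantitative PCR are not analysed here. The binding elements in promoters were not examined, since this needs genome sequence, which was not used here. A test on 1 further list of genes is not reported here.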

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

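In this part the tests of array level and of exact zeros in the 5 genes that change with time were chosen only after the result was seen, and the tests on genes outside the study's list were chosen before.

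The difference between HMF and control changed with time in 5 of 6387 genes, all named after their values were seen. The adjusted p of the interaction was 0.0060 for YDL023C, 0.026 for *STE18* (YJR086W), 0.038 for YPL136W, 0.038 for *AIF1* (YNR074C) and 0.042 for YPR027C. At 10, 30, 60 and 120 min, YDL023C had differences of -1.84, -1.96, 3.99 and 1.74, *STE18* of -3.59, 0.36, 1.35 and -1.53, and YPL136W of -2.54, -1.36, 2.98 and 0.79. Those of *AIF1* were -1.85, -1.18, 3.21 and -2.27, and those of YPR027C 1.57, 2.63, -2.25 and -2.01. A shift in the level of whole arrays cannot be the whole of it, because the median difference of all genes ranged over 0.92 between times, while after centring the smallest range among the 5 genes was 4.04. The test itself did not hold on that scale: after centring no gene passed in limma, with adjusted p of 0.86, 0.74, 0.80, 0.86 and 0.38 for the 5 genes in the same order, and 291 genes had an unadjusted p of at most 0.05. Centring also changed the fit, with 23.5 prior degrees of freedom as deposited and 2.53 after it. After centring a gene's own spread thus counts for more than the spread typical of all genes. The loss of these calls is therefore not evidence that array level made the differences. The number of genes passing was 117 with the replicate block, 49 with a separate block at each time (chosen after the result was seen), 92 with robust eBayes, 0 with quantile normalization, and 78 and 0 in the methods' two-factor fit without and with adjustment. With 1 array at 10 min left out it was 0 without HMF replicate 1 or 2 or control replicate 2 and 1 without control replicate 1. Without replicates 1 and 2 at 30 min it was 89 and 110 for HMF and 96 and 123 for the control, and at 60 min 90 and 76 for HMF and 21 and 36 for the control. The SD within groups was 0.82 in YDL023C, 0.26 in *STE18*, 0.83 in YPL136W, 0.87 in *AIF1* and 0.83 in YPR027C, and YDL023C and YPL136W are absent from the symbol table. In *AIF1*, 3 of its 14 log2 ratios are exactly 0, out of 4 such values in the whole table, which lie in 2 genes, so that values set to 0 in place of a measured ratio may account for part of its change. Noise of single spots and an effect of HMF that differs between times both stay open for the 5 genes.

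Of the 117 genes past both limits, 25 are not in the copy of the study's list, which lacks 2 of its 365 entries, so that as many as 2 of the 25 may be in it after all. They stand out as a signal in genes the paper does not discuss, 6 of them higher and the rest lower with HMF. In 20 of the 25 the sign was the same at all 4 times. The largest mean differences among these were 2.52 in YNR025C, 2.18 in YPR044C, 2.10 in *CIS1* (YLR346C), 2.08 in YNL226W and 1.91 in YJR023C, and the smallest -2.58 in *PUT4* (YOR348C), -2.06 in YGR018C, -1.95 in *SFC1* (YJR095W), -1.89 in YPL035C and -1.88 in YOR072W. Their adjusted p was 0.0012, 0.00040, 0.014, 0.029, 0.010, 0.0019, 0.0012, 0.016, 0.0028 and 0.0060 in that order. All of them had the same sign at all 4 times, and all 7 HMF arrays of YNR025C lay above all control arrays. Replicates were far apart in some genes. With HMF at 60 min they were 3.11 and -1.49 in YNL226W, -0.27 and -3.83 in *PUT4* and -2.15 and -6.35 in *SFC1*. In YGR018C they were -2.62 and -2.65. The difference on the single arrays at 120 min, never left out for single genes, was -4.85 in *PUT4*. There YNL226W was 0.93 with HMF and -3.45 in the control, and YJR023C 0.90 and -2.81. Over centring, the replicate block and the arrays left out in turn, the adjusted p reached at most 0.046 in YNR025C, 0.0054 in YPR044C, 0.035 in YGR018C and 0.029 in YPL035C, which thus passed in all of these. The others did not pass in some of them: after centring, the adjusted p was 0.13 in YNL226W, 0.062 in *PUT4* and 0.15 in *SFC1*. *CIS1* did not pass without replicate 1 of HMF at 10 min (1.64) or replicate 1 or 2 of the control at 10 min (1.88 and 2.32). YNL226W and *SFC1* each did not pass when any 1 of the 4 arrays at 10 min was left out, with 2.27 and 1.90 (HMF, replicates 1 and 2) and 1.80 and 2.36 (control) in YNL226W, and -1.86, -2.05, -1.92 and -1.98 in *SFC1*. Each of these fits estimates the spread typical of all genes anew. A call can thus be lost although the difference hardly moves, as in *SFC1*, with -1.95 on all arrays. YJR023C was lost without replicate 1 of HMF at 10 min (1.69), *PUT4* without replicate 2 of it (-2.32), and YOR072W without replicate 2 of HMF or of the control at 10 min (-1.86 and -1.77).

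The limits of p and fold stated in the methods do not by themselves account for the absence of most of these genes from the list. Of the 25, 23 have p of at most 0.05 in the methods' two-factor test and 2-fold in a group, and 22 have 2-fold in an HMF group. As run here, however, 556 genes passed these limits, and no gene in the copy of the list had p above 0.0273. A stricter limit in the paper's own test thus stays open. Noisier spots may be part of it. The median SD within groups after centring was 0.923 in the 25 genes, against 0.336 in the listed genes past both limits and 0.335 in all genes (permutation test of the difference from the listed genes, p = 1e-05, the smallest that 100000 permutations can give). Of the 25 genes, 8 (32%) are absent from the symbol table, against 8.56% of all genes, and 13 passed both limits after centring. Weak spots removed by the methods' filter on signal also stay open, because that filter needs intensities, which were not used here. A response of these genes to HMF stays open as well and was not tested apart from the arrays used to find them.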

How the results depend on the processing

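In this part, the two-factor test at the largest p of the listed genes and the separate block at each time are the alternatives chosen only after the result was seen, and all others were chosen before the data were examined.

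The count of genes past both limits, 117 (25 higher and 92 lower with HMF), moved with the processing. Median centring gave 559 genes (250 higher, 309 lower), quantile normalization 328 (207 higher, 121 lower), the replicate block 206 (52 higher, 154 lower), a separate block at each time 119 (32 higher, 87 lower) and robust eBayes 240 (47 higher, 193 lower). The methods' two-factor test gave 556 (154 higher, 402 lower) unadjusted and 14 (5 higher, 9 lower) adjusted. At the largest p of the listed genes it gave 411 (97 higher, 314 lower). Without the 120 min arrays there were 155 (26 higher, 129 lower), with the fold criterion in an HMF group only 111 (25 higher, 86 lower), and 118 with no fold criterion or with 2-fold between HMF and control. Of the 117 genes, 101 also passed after centring, 88 after quantile normalization, 117 with the block, 98 with a separate block at each time, 116 with robust eBayes, 104 without the 120 min arrays and all but 2 in the two-factor test unadjusted, and none changed its sign in these settings.

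Leaving out 1 array moved the count between 73 and 328, that of higher genes between 21 and 53 and that of lower genes between 44 and 302. The total left a range of 1.5 times the count without HMF 10 min replicate 2 (73), control 10 min replicate 1 (328) and control 30 min replicate 1 (182), and reached its border without control 10 min replicate 2 (78). Higher genes did so without HMF 30 min replicates 1 and 2 (42 and 44), HMF 60 min replicates 1 and 2 (38 and 38) and control 30 min replicate 2 (53). For lower genes these were HMF 10 min replicates 1 and 2 (147 and 44), control 10 min replicates 1 and 2 (302 and 51) and control 30 min replicate 1 (150). Of the 117 genes, 68 passed without HMF 10 min replicate 2 and 70 without control 10 min replicate 2, against 91 to 116 in the other 10 runs.

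At the single times, as deposited, 43 genes passed at 10 min, 17 at 30 min, 12 at 60 min and 1 at 120 min. In the same order there were 137, 164, 62 and 13 after centring, 10, 23, 48 and 7 after quantile normalization, 149, 68, 52 and 45 with the block, 42, 39, 25 and 20 with a separate block at each time, and 217, 70, 45 and 30 with robust eBayes. The two-factor fit gave 802, 367, 253 and 110 unadjusted and 0, 0, 0 and 0 adjusted. With arrays left out the count lay between 3 and 644 at 10 min, 12 and 86 at 30 min, 9 and 49 at 60 min, and 0 and 44 at 120 min, where limma gave 211 genes at an unadjusted p of at most 0.05. Without HMF replicates 1 and 2 at 10, 30 and 60 min in turn, the counts at 10 min were 22, 3, 82, 82, 72 and 72, and without those of the control 644, 13, 146, 146, 61 and 61. In the same order of arrays they were 12, 12, 50, 60, 49 and 49 and then 15, 15, 30, 86, 32 and 32 at 30 min, 10, 10, 38, 38, 47 and 29 and then 9, 9, 49, 49, 13 and 18 at 60 min, and 0, 0, 24, 24, 22 and 22 and then 0, 0, 44, 44, 6 and 6 at 120 min. The change of the difference with time passed in 5 genes as deposited, in 0 after centring or quantile normalization, 117 with the block, 49 with a separate block at each time, 92 with robust eBayes, and 78 and 0 in the two-factor fit unadjusted and adjusted. It lay between 0 and 123 with arrays left out, in the same order 0, 0, 89, 110, 90 and 76 and then 1, 0, 96, 123, 21 and 36, against 280 genes unadjusted in limma.

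Leaving out an array from a group of 2 leaves 5 residual degrees of freedom, and the array that remains is assumed to vary like the other groups. The spread typical of all genes is estimated anew in each such fit. A single gene's call can therefore change with little change in its difference. Centring, which lowered the typical SD from 0.638 to 0.313, removes differences in level between arrays; for the other settings the cause of the change was not tested.

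The mean difference of the 12 gene groups relative to all other genes kept its direction and its side of the limit after centring, with either block and without each array. Over the arrays left out it was 3.65 to 3.77 in the reductase, 1.72 to 1.82 in the PDR, 1.10 to 1.12 in the proteasome, 1.77 to 1.83 in the amino acid and 0.97 to 1.07 in the retrotransposon genes, and 0.73 to 0.87 in the 7 transcription factors. It was -2.45 to -2.34 in the arginine, -2.09 to -2.0 in the constantly repressed, -0.77 to -0.58 in the transiently induced, -0.80 to -0.71 in the recovering and -0.89 to -0.80 in the ribosomal protein genes, and -0.37 to -0.24 in the 5 transcription factors, which did not pass. With fry in place of camera 11 groups kept their call, and the 7 transcription factors, with a mean difference of 0.60, did not pass (adjusted p = 0.095). Fry tests a group against no difference, and camera against all other genes. A shift of all genes thus enters the difference that fry tests but not that of camera. After centring, which removes that shift, fry gave the 7 transcription factors an adjusted p of 0.00023.

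Of the 127 single genes named, 54 kept their call after centring and 66 passed only then. After centring, 4 (*LYS20*, YNL226W, *PUT4* and *SFC1*) no longer passed, and *ARG81*, *GRE3* and *PDR10*, which pass in neither, changed sign. With the block 121 kept their call and 6 passed in addition. With a separate block at each time 126 kept their call, and *PRM4* (1.36) no longer passed (adjusted p = 0.056). Without single arrays 1465 of the pairs of a gene and an array left out kept their call, 24 passed in addition, 31 no longer passed and 4 changed sign without passing. Taken as the fold from 0 min in the HMF arrays in place of the difference from the control, 24 genes kept their value, 100 moved and 3 reversed: YJR023C with -1.48, YPL035C with 0.90 and YOR072W with 0.44. In these the difference rests on the control arrays.

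The replicate block takes a number to mean the same at all times, and the separate block pairs only HMF and control of 1 time and leaves 3 residual degrees of freedom.

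No gene lacks a value on any array, so a filter on missing values removes none and tests nothing. With 1 value per open reading frame, the first of a gene's spots could not be taken in place of the mean, and the search for promoter elements was not run. What signal over background limits could not be examined without the intensities.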

Differences from the paper's values

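In this part, the two-factor test at the largest p of the listed genes was chosen only after the result was seen; the alternatives set before the data were examined are the others named here.

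The paper counts 365 differentially expressed genes, and here 117 passed both limits. The methods name 16 samples and 14 arrays are used here, so whether the paper's test used other samples is not known. Of the alternatives set before the data were examined, quantile normalization (328) and the data without control 10 min replicate 1 (328) come within 1.5 times the paper's count. Median centring (559), the replicate block (206), robust eBayes (240), the two-factor test of the methods unadjusted (556) and adjusted (14), the data without the 120 min arrays (155) and those without any other array (73 to 182) do not. The paper calls 71 genes induced constantly and 246 repressed at various stages, which are classes by time course, while here genes are counted by the sign of the mean difference, so these counts are not of the same kind. The paper's 71 induced genes compare with 25 higher with HMF here. The replicate block (52) and the data without control 30 min replicate 2 (53) come within 1.5 times it, while centring (250), quantile normalization (207), robust eBayes (47), the two-factor test unadjusted (154) and adjusted (5), the data without the 120 min arrays (26) and those without any other array (21 to 44) do not. The paper's 246 repressed genes compare with 92 lower with HMF here. Centring (309), robust eBayes (193) and the data without control 10 min replicate 1 (302) come within 1.5 times it, and quantile normalization (121), the replicate block (154), the two-factor test unadjusted (402) and adjusted (9), the data without the 120 min arrays (129) and those without any other array (44 to 150) do not. The two-factor test at the largest p found among the listed genes, 0.0273, gives 411 genes, 97 higher and 314 lower, all within 1.5 times the paper's counts; it was chosen after seeing the values and drops 0 of the 363 listed genes.

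The paper's 15 induced genes of the PDR family compare with 9 past both limits here. Centring (15), quantile normalization (14), the replicate block (10), robust eBayes (11), the two-factor test unadjusted (15) and the data without control 30 min replicate 2 (10) come within 1.5 times it, and the two-factor test adjusted (1), the data without the 120 min arrays (8) and those without any other array (7 to 9) do not. The paper's 14 proteasome and ubiquitin genes compare with 0 past both limits in limma here, all 14 with an unadjusted p of at most 0.05. Centring, quantile normalization and the two-factor test unadjusted give 14, 14 and 14, and the other alternatives, among them the replicate block (1) and robust eBayes (2), do not come within 1.5 times it. Of the paper's 7 transcription factor genes with greater expression, 0 passed both limits in limma here, and 2 had an unadjusted p of at most 0.05. No alternative comes within 1.5 times it; centring called 4, the two-factor test unadjusted 3 and quantile normalization 2. Of the paper's 5 transcription factor genes with lower expression, 0 passed both limits in limma here, and 1 had an unadjusted p of at most 0.05. No alternative comes within 1.5 times it; *RAP1* was called after centring, without HMF 10 min replicate 1 and without control 10 min replicate 1.

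All 288 fold changes of Table 1 equal the values here within the limits of the comparison. For Figure 4, whose axis is labeled as log2 while its values match linear folds here, 28 values were read by eye and 2 differ, under all the alternatives set before the data were examined that change a fold. *PDR3* at 10 min with HMF is about 1.3 in Figure 4, read by eye, and 2.85-fold here, and at 120 min about 3.1 and 2.25-fold.

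In Additional file 1, 28 of 2904 values differ, 20 of them with opposite sign. The values are signed folds from 0 min, negative when below it. In the control at 120 min the paper's value and the value here are -1.1 and 1.14 for *RPL32*, -1.1 and 1.11 for *RPS9B*, 2.0 and 2.07 for *CHA1*, -1.3 and 1.28 for *NOP6*, and -1.1 and 1.08 for *RPS18A*. Also there, the paper's values and those here are 1.3 and 1.24 for *FPR2*, 1.2 and -1.16 for *DDI1*, -1.2 and 1.24 for *LIA1*, -1.4 and -1.11 for *NPA3*, and -1.1 and 1.10 for *RPS31*. In the control at 60 min they are 1.2 and -1.24 for *DDI1*, 1.3 and -1.29 for *RPL28*, 1.1 and -1.15 for *RPL17B*, and 1.2 and -1.15 for *RPS10B*, with the paper's first. In the control at 30 min the paper's are 1.2 for *OTU1* (here 1.33), -1.4 for *PES4* (here 1.38), 0.2 for *RPL9A* (here 1.2) and 1.2 for *TIR4* (here -1.26), and at 10 min 0.8 for *LYS4* (here 1.76) and -1.5 for *RPL6B* (here 1.54). With HMF, the paper's values are -1.8 for *PNS1* at 10 min (here 1.77), 2.6 for *RPL17B* at 30 min (here -2.61) and -1.1 for *BAP2* at 60 min (here 1.07). With HMF at 120 min they are -1.3 for *GND1* (here 1.32), -1.1 for *FAS1* (here 1.05), -1.7 for *RPS22B* (here -1.80), -1.2 for *RPS17A* (here -1.26) and -1.2 for *YKU80* (here 1.16). The paper's 0.8 and 0.2 lie between -1 and 1, which a signed fold cannot; in log2 the values here are 0.81 and 0.27. Of the alternatives set before the data were examined that change a fold, centring brings *BAP2*, *RPS9B*, *RPS18A*, *FAS1*, *RPS31* and *RPL6B* within the limits, and *LYS4* only if its 0.8 is read as a fold. Leaving out HMF 60 min replicate 2 does so for *BAP2*, control 60 min replicate 2 for *DDI1* at 60 min, *RPL17B* at 60 min and *RPS10B*, control 10 min replicate 2 for *RPL6B*, and control 30 min replicate 1 for *TIR4*. For the others none of them does.

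The paper states that 7 transcription factor genes had significantly greater expression with HMF. In its two-factor test run here without adjustment, *YAP1*, *PDR3* and *RPN4* had p of at most 0.05, while *PDR1* had a p of 0.21, *YAP6* of 0.33, *YAP5* of 0.56 and *HSF1* of 0.57. After centring, limma called *PDR1*, *PDR3*, *YAP1* and *RPN4*. Not all of them were above the control at each time: *RPN4* at 10 min was 0.94 with HMF and 1.43 in the control (above it by 0.18 after centring), *YAP6* differed by -0.65 at 30 min and *YAP5* by -0.75 on the single arrays at 120 min. The paper describes *HSF1* as constantly enhanced, and on the single arrays at 120 min it was 0.56 with HMF and 0.98 in the control. The paper states that *ARG80*, *ARG81*, *GCN4*, *FHL1* and *RAP1* were repressed. In the two-factor test without adjustment *ARG80* had a p of 0.18, *ARG81* of 0.54, *GCN4* of 0.26 and *FHL1* of 0.47. With the fold criterion as well, that test called 0 of the 5 genes, so that *RAP1* was not called either. The paper describes *PCL6*, *PCL8*, *MAL11* and *MPH3* as transiently induced by HMF; at 10 min all 4 were above 0 min but lower than in the control, with a median difference of -0.99, and -0.32 after centring.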

Other observations

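In this part the tests of the spread with array level, of the replicate gap, of the mitochondrially encoded genes and of proline use were chosen only after the result was seen.

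The count of 117 genes past both limits can be set against other splits of the same arrays. Of 216 possible splits within time points, 100 were drawn, and 1 of them, the real one, gave as many genes. Chance is thus an unlikely source of the count as a whole. It is not excluded, since the other splits were not run. The most in another split was 30, and 15 after centring. When replicate 1 or replicate 2 of every group was set against the other, there were 6 and 9 genes.

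More genes passed after centring (559) than as deposited. Array medians carry 36.1% of the variance within groups, and the typical SD fell from 0.638 to 0.313 when they were removed, so differences in level between whole arrays may widen the spread of every gene. Whether these differences are technical or come from the cultures was not tested.

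The median of all genes at 10 min was lower with HMF than in the control, with -0.66. The largest gap between replicates of 1 condition was 1.01, in the control at 10 min, so a difference in level of the kind seen between replicates could produce it. A fall of RNA levels with HMF at 10 min stays open and was not tested.

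In the control arrays at 10 min, 31 of the 72 genes of Table 1 were at least 2-fold above 0 min, and 4 were after centring. Subtracting the medians of these arrays, 0.28 and 1.29, from all genes lowers this count whatever its cause, so the level of the arrays and a rise in untreated cells cannot be told apart.

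Proteasome subunit genes were tested as a whole. Of a list of 32, 11 are in Table 1, and 13 are among all genes the study lists. The 21 others were all higher with HMF on average, with a median difference of 0.69 as deposited and 0.88 after centring (0.73 to 0.97), all 21 higher at each time. As deposited camera gave an adjusted p of 8.7e-16 over the 4 lists tested and fry 0.14, and after centring fry gave 6.8e-06, so this call rests on centring under fry. None of the 21 passed the adjusted p singly in limma as deposited, where 10 had an unadjusted p of at most 0.05, and all 21 did after centring. This may be a rise of the proteasome genes beyond those of Table 1, relative to all other genes, and a shared technical cause was not tested.

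A list of 25 oxidant defense genes tied to Yap1p, of which 24 were found and 1 is listed by the study, had a median difference of 0.12 after centring (-0.75 to 0.80), with 17 higher and 7 lower, and of -0.07 as deposited, with 11 of 24 higher. Adjusted p was 0.074 by camera and 0.0086 by fry after centring and 0.091 and 0.91 as deposited, and 3 genes passed singly after centring. With members going both ways, a shared rise and no rise cannot be told apart here.

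A list of 25 general stress genes, none of them listed by the study and without *HSP26* and *SSA4*, had a median difference of -0.33 after centring, with 8 higher and 17 lower with HMF (adjusted p after centring 0.088 by camera and 0.52 by fry). As deposited it was -0.52, with 24 of 25 lower (adjusted p 0.041 by camera over the 4 lists tested and 0.35 by fry). At 10 min the sign depended on the scale, with a median of -0.28, above the -0.66 of all genes, and 4 of 25 higher as deposited (0.0078 by camera, 0.61 by fry) and of 0.39 and 23 of 25 higher after centring (0.041 by camera, 0.66 by fry). After centring it was -0.68 at 30 min, with 24 of 25 lower (3.7e-04 by camera, 0.29 by fry), and -0.74 at 60 min, with 22 of 25 lower (3.6e-04 by camera, 0.38 by fry). With a sign that changes with the time and, at 10 min, with the scale, a general stress response to HMF and none cannot be told apart as the source of *HSP26* and *SSA4*.

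The genes of arginine use, *CAR1* and *CAR2*, of which 1 is listed by the study, had mean differences of 1.00 (adjusted p = 0.14) and 0.64 (adjusted p = 0.42), both higher with HMF at all 4 times, and neither passed as deposited, while both did after centring (adjusted p = 0.0083 and 0.018).

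At 120 min the 26 mitochondrially encoded genes other than *BI2* and *BI3* had a median difference of -0.57 after centring, 22 of them lower with HMF, with an adjusted p of 0.0032 by camera and 0.59 by fry. Each group has 1 array at that time, so a rise of mitochondrially encoded RNA in the control and a difference of these 2 arrays cannot be told apart.

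Of the genes of proline use, *PUT1* and *PUT2* were higher with HMF at 4 of 4 times (mean differences 2.40 and 1.39) and *PUT4* was lower at 4 of 4 (-2.58, adjusted p = 0.0019). These signs are what drew attention to the 3 genes, so they are no separate test of a shared rise or fall, which stays open. *PUT4* did not pass after centring (adjusted p = 0.062; 6.9e-10 to 0.062 over the alternatives) or without replicate 2 of HMF at 10 min (-2.32), and *PUT2* did not pass without 5 of the arrays (1.26 to 1.35).

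Of other genes the paper names for HMF conversion, in its deletion and PCR tests or in its networks, some did not pass as deposited. *ADH6* had a mean difference of -0.40 (adjusted p = 0.71), *GRE3* of -0.11 (adjusted p = 0.96), *PDR10* of -0.14 (adjusted p = 0.94), *YAP4* of -0.53 (adjusted p = 0.62) and *GDH2* of 0.50 (adjusted p = 0.58). After centring the first 4 did not pass either, and *GDH2* did (adjusted p = 0.012; 0.012 to 0.82 over the alternatives).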
